# Dietary change without caloric restriction maintains a youthful profile in ageing yeast

**DOI:** 10.1371/journal.pbio.3002245

**Published:** 2023-08-29

**Authors:** Dorottya Horkai, Hanane Hadj-Moussa, Alex J. Whale, Jonathan Houseley

## Abstract

Caloric restriction increases lifespan and improves ageing health, but it is unknown whether these outcomes can be separated or achieved through less severe interventions. Here, we show that an unrestricted galactose diet in early life minimises change during replicative ageing in budding yeast, irrespective of diet later in life. Average mother cell division rate is comparable between glucose and galactose diets, and lifespan is shorter on galactose, but markers of senescence and the progressive dysregulation of gene expression observed on glucose are minimal on galactose, showing that these are not intrinsic aspects of replicative ageing but rather associated processes. Respiration on galactose is critical for minimising hallmarks of ageing, and forced respiration during ageing on glucose by overexpression of the mitochondrial biogenesis factor Hap4 also has the same effect though only in a fraction of cells. This fraction maintains Hap4 activity to advanced age with low senescence and a youthful gene expression profile, whereas other cells in the same population lose Hap4 activity, undergo dramatic dysregulation of gene expression and accumulate fragments of chromosome XII (ChrXIIr), which are tightly associated with senescence. Our findings support the existence of two separable ageing trajectories in yeast. We propose that a complete shift to the healthy ageing mode can be achieved in wild-type cells through dietary change in early life without caloric restriction.

## Abstract 2

Is caloric restriction the only diet that improves aging health? This study shows that dietary change from glucose to galactose, without restriction, can result in healthy aging in yeast.

## Introduction

Dietary restriction can improve ageing health in eukaryotes ranging from budding yeast to primates and even humans, but remains an unrealistic approach for improving ageing health in human populations as this sacrifice requires substantial commitment [1–5]. However, the beneficial effects of dietary restriction are not simply due to a reduction in calories as equivalent effects can be achieved through limiting or even tailoring amino acid intake, indicating that improved ageing health results from altered metabolic state rather than minimal energy intake [6–8]. Improved ageing health may therefore be achievable in humans through optimising diet, but this will require a much better understanding of the interplay between diet and the biological mechanisms leading to ageing pathology [9].

Replicative ageing of the budding yeast *Saccharomyces cerevisiae* is routinely employed as a rapid and genetically tractable model system for ageing research. Budding yeast cells divide asymmetrically into a mother cell and a daughter cell, with the mother cell undergoing only a limited number of divisions before permanently exiting the cell cycle [10]. Mother cells maintain a rapid and uniform cell cycle for most of their replicative lifespan but the cell cycle slows dramatically in the last few divisions [10–12], a point designated the senescence entry point (SEP) that is coincident with the appearance of apparently pathological markers including mitochondrial protein foci formation and nucleolar expansion [11,13]. Many other changes occur during replicative ageing, including cell growth [10,14], loss of mitochondrial membrane potential [15], mitochondrial fragmentation [16], loss of vacuolar acidity [17], nuclear pore disruption [18], and protein oxidation and aggregation [19,20], each of which likely contributes to the eventual loss of replicative potential, but how these relate to each other or to the extension of cell cycle timing at the SEP remains largely unknown.

Genetic and epigenetic instability are hallmarks of ageing, and both processes are observed during yeast replicative ageing [21]. Although the yeast genome does not accrue significant mutations with age, recombination events within the ribosomal DNA (rDNA) give rise to extrachromosomal rDNA circles (ERCs), which accumulate massively with age to add 30% to 40% to total genome size in a single day [22–24]. Chromatin structure and the genomic distribution of histone modifications also change dramatically with age, either as cause or consequence of gene expression change [24–26]. Progressive dysregulation of gene expression accompanies yeast replicative ageing [26–30], with consequent remodelling of the proteome and metabolome in a manner consistent with activation of the environmental stress response [28,30–33]. However, it is not known whether these changes are pathogenic or protective, nor is it clear whether gene expression dysregulation is a consequence of genomic change.

Recent studies have revealed heterogeneity in ageing trajectory, with cells following either a slow dividing, short-lived trajectory marked by up-regulation of iron transporters and accumulation of the Tom70-GFP mitochondrial protein foci linked to SEP onset or a fast dividing, long-lived trajectory, marked by nucleolar expansion and weak rDNA silencing [34–36]. The association of weak rDNA silencing with a long-lived trajectory is surprising as rDNA silencing mutants such as *sir2*Δ undergo higher rates of rDNA recombination and ERC formation due to interference between non-coding RNA (ncRNA) transcription and sister chromatid cohesion [37–40]. Furthermore, other studies find nucleolar expansion to be linked to onset of the SEP, defects in ribosome precursor export and low iron transporter induction [13,41]. Therefore, the link between mitochondrial dysfunction and senescence is supported across studies, but nucleolar changes are more variable across experimental systems and the importance and timing of rDNA instability remains to be clarified. A major contributor to these differences may be variation in rDNA copy number between strains, which changes during routine yeast transformation and influences both lifespan and rDNA recombination rate [42,43].

Dietary restriction is most commonly achieved in yeast through caloric restriction—a reduction in media glucose concentration from 2% to 0.5% that reproducibly increases lifespan [44]. This has been ascribed both to a reduction in growth signalling through PKA and TOR pathways [44,45] and an induction of respiration acting through Sir2 to improve rDNA stability and decrease ERC formation [46–49]. Unfortunately, it is technically very difficult to purify yeast aged under caloric restriction so the long-term physiological effects of caloric restriction remain largely unexplored. Nonetheless, cells aged under caloric restriction do show increased cell cycle time at the end of replicative lifespan, suggesting that the SEP is not repressed [50]. Unexpectedly, we have noted that changing the primary carbon source during yeast ageing improves the homogeneity of cycling times in aged cells [51]. We suggest that maintenance of a rapid uniform cell cycle provides the best definition of ageing health in budding yeast, and thereby, ageing health must decline dramatically at the SEP, which can be assayed using known SEP-associated markers. Here, we demonstrate that growth on galactose as an alternate carbon source in early life dramatically improves ageing health of yeast through enhanced respiration without increasing lifespan and suppresses both gene expression dysregulation and genome instability.

## Results

### Suppression of age-linked phenotypic change on an unrestricted galactose diet

*S*. *cerevisiae* preferentially metabolise glucose, but the fermentable sugars galactose and fructose also support robust growth in culture. To determine the effect of non-preferred carbon sources on ageing, we used an optimised mother enrichment program (MEP) protocol in which cells are biotin labelled then aged in rich media for 24 or 48 h, fixed and mother cells purified (Fig 1A) [24,52], and ensured by bud scar counting that cells aged in glucose and galactose reached equivalent average replicative ages at 24 and 48 h (S1A Fig). The MEP system renders daughter cells inviable, such that mother cells can reach very advanced age without media components being exhausted by proliferation of offspring.

**Fig 1:**
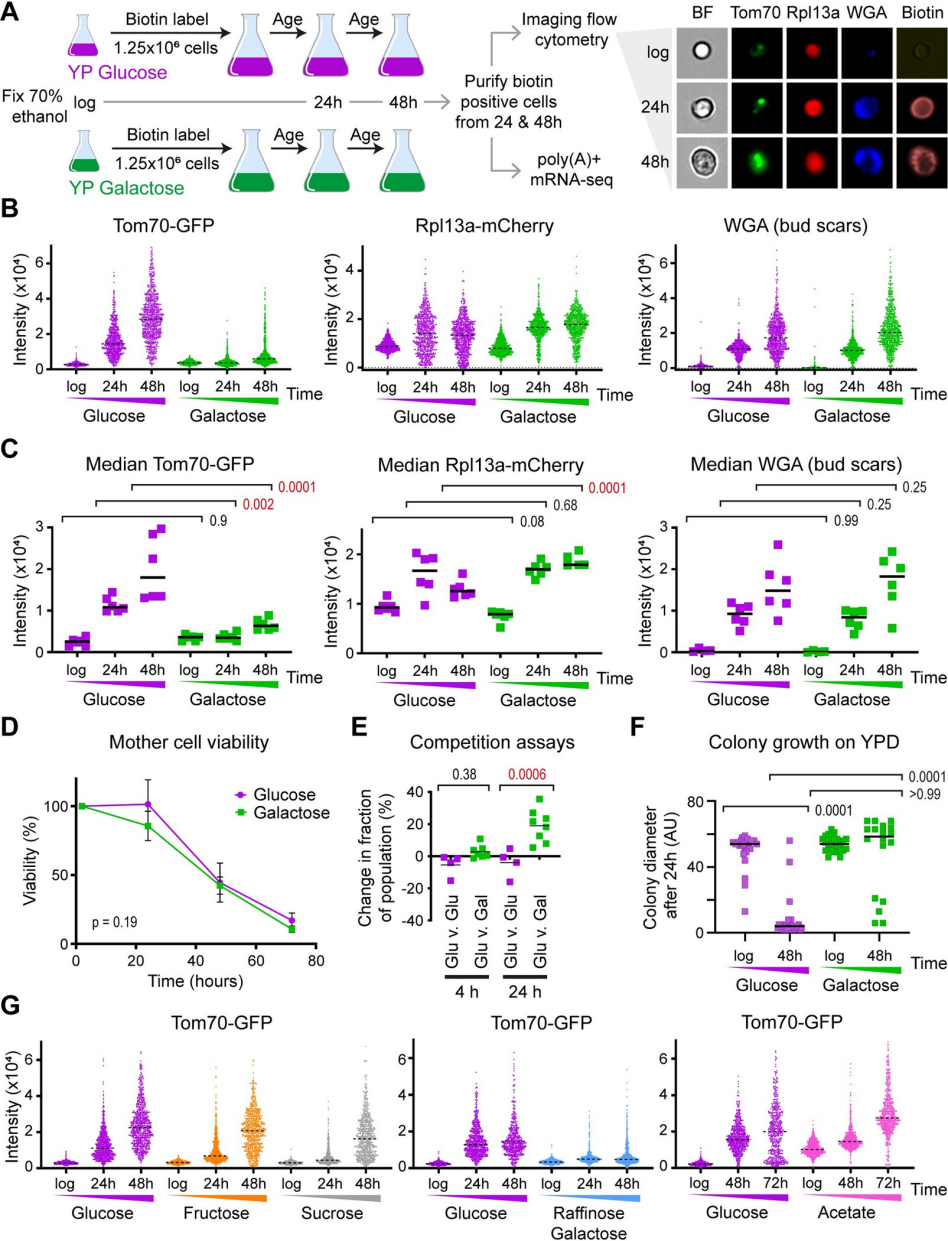
Progression of age-linked phenotypes on different diets. (A) Schematic of ageing cell culture and analysis, with examples of imaging flow cytometry data (Tom70-GFP, Rpl13a-mCherry, WGA-Alexa405, and brightfield) for wild-type MEP cells ageing on YPD (rich glucose media). (B) Distribution of signal intensities from flow cytometry images of Tom70-GFP, Rpl13a-mCherry, and WGA-Alexa405 in populations of log phase cells or mother cells aged for 24 and 48 h in YP with 2% glucose or galactose. A total of 1,000 cells are imaged per population after gating for circularity (all) and biotin (aged cells only, based on streptavidin-Alexa647). Images are post-filtered for focus of Tom70-GFP, leaving approximately 600 cells per population. (C) Median signal intensities from multiple biological replicates of populations described in B. *n* = 6, *p* values calculated by two-way ANOVA with post hoc Tukey test for age and diet. (D) Lifespan measured in YPD and YPGal media based on %age of viable cells remaining at each time point; p value from t test comparing area under curves, *n* = 5 for glucose and for galactose. (E) Competition assays measuring fitness in glucose between cells aged for indicated times on glucose or galactose. Wild-type MEP cells carrying G418 or Nourseothricin resistance genes were aged for 4 and for 24 h post estradiol addition in YP media with 2% glucose or galactose, then mixed in pairs carrying reciprocal markers for competition and plated on G418 and on nourseothricin plates at t = 0 to determine initial mixture competition, then inoculated at 1:1,000 in YPD and allowed to grow to saturation before plating again on G418 and on nourseothricin plates. Change in composition (%) from t = 0 to end of competition is plotted on y-axis. *n* = 4 glucose v glucose, *n* = 8 glucose v galactose, *p* values calculated by one-way ANOVA with post hoc Tukey test. (F) Colony size assays measuring fitness of cells aged in glucose or galactose. Cells were aged 48 h in glucose or galactose, purified live in media then placed on YPD plates by micromanipulation. Colony diameters were measured on the micromanipulator screen after 24 h. Only cells that formed visible colonies after a further 3 days were included in the analysis. Log phase cells were taken directly from culture and colony growth measured under the same conditions; *p* values calculated by Kruskal–Wallis test; *n* = 25 for log glucose, log galactose, and aged glucose; *n* = 19 for aged galactose. (G) Population distributions of Tom70-GFP for cells aged on indicated carbon sources, matching Rpl13a-mCherry and WGA data shown in S1D and S1E Fig. Note extended time-course glucose control for acetate experiment, however, 72 h acetate is age-matched to 48 h glucose as cell division is slower on acetate. The data underlying this figure can be found in S2 File. MEP, mother enrichment program; WGA, wheat germ agglutinin.

The SEP represents an abrupt transition in ageing at which yeast cells cease to divide rapidly and the cell cycle becomes slow and heterogeneous [11]. Post-SEP cells are marked by highly fluorescent foci of the GFP-tagged mitochondrial protein Tom70 in G1 [11,35]. To quantify Tom70-GFP fluorescence as an SEP marker, we optimised an imaging flow cytometry assay for aged MEP cells expressing Tom70-GFP as well as an Rpl13a-mCherry marker that accumulates only slightly with age [53]. Per sample, 1,000 purified mother cells gated for streptavidin and roundness are imaged for brightfield, Tom70-GFP, Rpl13a-mCherry, and WGA-AF405 to label bud scars (Fig 1A, right).

Tom70-GFP increased substantially with age across the whole population in glucose (Fig 1B, left, glucose), which was expected as the roundness gate selects towards G1 cells in which Tom70-GFP foci manifest [11]. In contrast, Rpl13a-mCherry increased slightly but became much more heterogeneous at 24 h and often declined from 24 to 48 h, perhaps reflecting the onset of ribophagy once cells cease to divide (Fig 1B, middle, glucose). Wheat germ agglutinin (WGA) fluorescence increased progressively and correlated to the accumulation of bud scars on both glucose and galactose (S1A Fig), forming a useful metric for replicative age as previously noted [28,54,55]. Imaging flow cytometry therefore allows rapid quantification of age and age-associated phenotypes, with excellent reproducibility across biological replicates (Fig 1C).

Remarkably, when glucose was replaced with galactose, the Tom70-GFP and Rpl13a-mCherry markers behaved very differently: Tom70-GFP increased only marginally with age (Fig 1B and 1C, left), while the Rpl13a-mCherry signal increased at 24 h and remained high from 24 to 48 h without becoming heterogeneous (Fig 1B and 1C, middle). These differences suggest that ageing of MEP diploid cells in galactose is not associated with an SEP, despite cells reaching the same replicative age after 24 and 48 h as measured by both WGA fluorescence intensity and manual bud scar counting (Fig 1C, right and S1A Fig). Mitochondrial dysfunction in aged cells is associated with defects in the vacuole [17,56], so we examined the vacuolar marker Vph1-mCherry to reinforce the mitochondrial Tom70-GFP phenotype. Vph1-mCherry intensity and area increased substantially with age in glucose, showing that the Tom70-GFP phenotype is not an artefact of a single protein or fluorescent tag, but Vph1-mCherry intensity was almost unchanged with age in galactose (S1B Fig, left), while the increase in vacuole size was significantly lessened (S1B Fig, right). Therefore, ageing phenotypes revealed by multiple markers are suppressed when cells are aged on galactose instead of glucose.

The glucose-galactose differences could reflect a dramatic extension of lifespan such that the SEP is simply delayed, but the viability of cells on glucose and galactose decayed at a similar rate over time in culture (Fig 1D). Given that bud scar counts and WGA intensity at 24 and 48 h are equivalent, lifespan cannot be substantially different between glucose and galactose (Figs 1C and S1A), in accord with a previous report that lifespan is 17% shorter on galactose [57]. Alternatively, these markers may not accurately report cellular fitness; however, when directly competed in glucose media, cells aged for 24 h in galactose out-perform cells equivalently aged in glucose (Fig 1E). Furthermore, although competition assays are difficult at 48 h due to low cell viability, most cells aged 48 h in galactose formed colonies on YPD plates of equivalent size to those formed by young cells, whereas all colonies formed by cells aged 48 h in glucose were smaller, and most of these cells divided 2 or less times in the first 24 h after plating, showing that cells aged on glucose divide slowly whereas cells aged on galactose do not (Fig 1F). This means that despite having a similar or shorter lifespan, diploid MEP cells aged on galactose do not show an SEP and remain fitter than those aged on glucose.

In contrast, fructose did not strongly suppress ageing phenotypes: Tom70-GFP was somewhat reduced at 24 h and 48 h relative to glucose ageing but was still higher than at log phase and the difference was only significant at 24 h (S1C Fig). Furthermore, the behaviour of the Rpl13a-mCherry marker was indistinguishable between glucose and fructose (S1C Fig). This indicated that different diets have different effects on ageing in yeast so we surveyed other carbon sources (Figs 1G and S1D): sucrose acted very similarly to fructose, a 2% raffinose 0.5% galactose mixture was similar to galactose alone, while acetate was exceptional as Tom70-GFP accumulated similarly to cells in glucose but Rpl13a-mCherry did not decrease at advanced ages. Cells aged in fructose, sucrose, and raffinose/galactose attained equivalent replicative age at 24 and 48 h to cells aged in glucose (S1E Fig), but cell division was slow in acetate, which prevents like-for-like comparison (S1E Fig), and mitochondrial biogenesis is high which will contribute to the Tom70-GFP signal independent of the SEP.

Taken together, these experiments reveal that cells aged in galactose undergo minimal age-linked changes based on fluorescence markers of the SEP and direct measurement of fitness. This occurs without an increase in lifespan, proving that at least in yeast, lifespan is distinct from senescence and loss of fitness.

### The transcriptome undergoes minimal dysregulation during ageing in galactose

Many studies have reported characteristic changes in gene expression patterns during yeast replicative ageing on glucose [24,26–30]. This may represent a response to metabolic stresses arising during ageing (for example, activation of the environmental stress response), dysregulation of transcription, or both. The dramatic differences in ageing phenotype between glucose and other carbon sources led us to examine the behaviour of the transcriptome, both as an orthogonal marker of the ageing process and to provide mechanistic insights.

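The RNA-seq measurements used here are read counts over open reading frames in MEP cells, made from poly(A) RNA. The authors counted reads on the strand opposite to each open reading frame and scaled the log2 values between samples by size factors. In wild type there were 3 samples on glucose at log phase, 4 at 24 h, 4 at 48 h and 1 at 72 h. Galactose had 3 samples at each of the 3 ages and fructose 2 at each. Sucrose and raffinose/galactose had 1 sample at each age, acetate 1 at log phase, 48 h and 72 h, and raffinose alone 1 at log phase and 48 h. The *cox9*Δ *gal80*Δ and *cat8*Δ strains on galactose and PGPD-HAP4 on glucose had 2 samples at each age. For *snf4*Δ on galactose there were 1 at log phase and 2 at 24 h. Values of 6664 nuclear genes were used, with 28 mitochondrial genes left out, and the 59 samples held between 2901884 and 15288342 counted reads (median 8552433). Each aged sample was compared with the log phase sample of its own experiment. The mean of the log phase samples of the strain and medium was used for E30_1 in wild type, for glucose at 72 h and for the galactose mutants. The deleted genes were read first. COX9 (YDL067C, chromosome IV from 334217 to 334396) had at most 3 reads in each of 6 *cox9*Δ *gal80*Δ samples and at least 892 in each of 9 wild-type galactose samples, and GAL80 (YML051W, chromosome XIII from 171594 to 172901) at most 4 against at least 2408. In 3 *snf4*Δ samples SNF4 (YGL115W, chromosome VII from 292033 to 293001) had at most 2 reads against at least 537, and in 6 *cat8*Δ samples CAT8 (YMR280C, chromosome XIII from 827028 to 831329) had at most 1 against at least 484.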

Distortion of global gene expression is easily visualised on an MA plot, which for each mRNA plots the change in abundance between 2 conditions against average abundance. Comparing young and old cells in glucose shows that genes with low average expression undergo large increases in abundance with age, whereas highly expressed genes (mostly ribosome and ribosome biogenesis proteins) are slightly reduced relative to average, resulting in the distribution becoming skewed away from the x-axis in accord with previous studies (Fig 2A, left) [24,26–29]. However, comparison of young and old cells in galactose reveals gene expression changes but only a weak bias towards induction of normally inactive genes between log and 48 h (Fig 2A, right), showing that age-linked dysregulation of mRNA abundance is not an intrinsic aspect of the ageing process. 

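Fig 2A averages 2 biological replicates, which the article does not name. Experiments E34 and E35, the 2 that hold glucose, galactose and fructose samples, were used for them here. For the 5772 genes with at least 4 normalised counts (log2 of 2) at log phase, the line of log2 change between log phase and 48 h against mean abundance had a slope of −0.245. Among the 1443 genes with the lowest mean abundance, which are 25% of these genes, the median change was 0.63, and 563 (39.0%) rose at least 2-fold. Among the 1443 with the highest, the median was −0.48, and 66 genes (4.57%) rose at least 2-fold. The glucose samples of E30_1 and E30_2 are beyond the number that Fig 2A averages, for which the paper gives no reason. Their median changes were 0.70 and 0.58 in the lowest genes and −0.54 and −0.46 in the highest. With all 4 samples averaged the slope was −0.252 over 5785 genes, with medians of 0.65 and −0.48.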

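On galactose, the average of E34 and E35 had a slope of −0.0828 over 5792 genes. The median log2 change was 0.21 in the 1448 genes with the lowest mean abundance, of which 240 (16.6%) rose at least 2-fold. In the 1448 with the highest it was −0.094, and 30 genes (2.07%) rose that far. Another galactose experiment, E56, whose medians were 0.13 and −0.091, is beyond the number Fig 2A averages, and the paper gives no reason. With it the slope was −0.0793 over 5799 genes. Taken sample by sample, the lowest genes rose by a median of 0.63 ± 0.066 (SD, n = 4) on glucose and 0.19 ± 0.066 (n = 3) on galactose. The difference of 0.45 had p = 0.0286 in an exact 2-sided permutation test, the smallest value that 4 against 3 samples allow. The highest genes changed by −0.48 ± 0.10 on glucose and −0.11 ± 0.028 on galactose, a difference of −0.38 with the same exact p. From the weak bias on galactose the paper concludes that dysregulated mRNA abundance is not an intrinsic part of ageing.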

Equivalent results were obtained comparing mothers harvested after 7.5 and 48 h (S2A Fig), showing that the observed differences between glucose and galactose are not driven by the large fraction of newborn daughter cells in the log phase samples.

**Fig 2:**
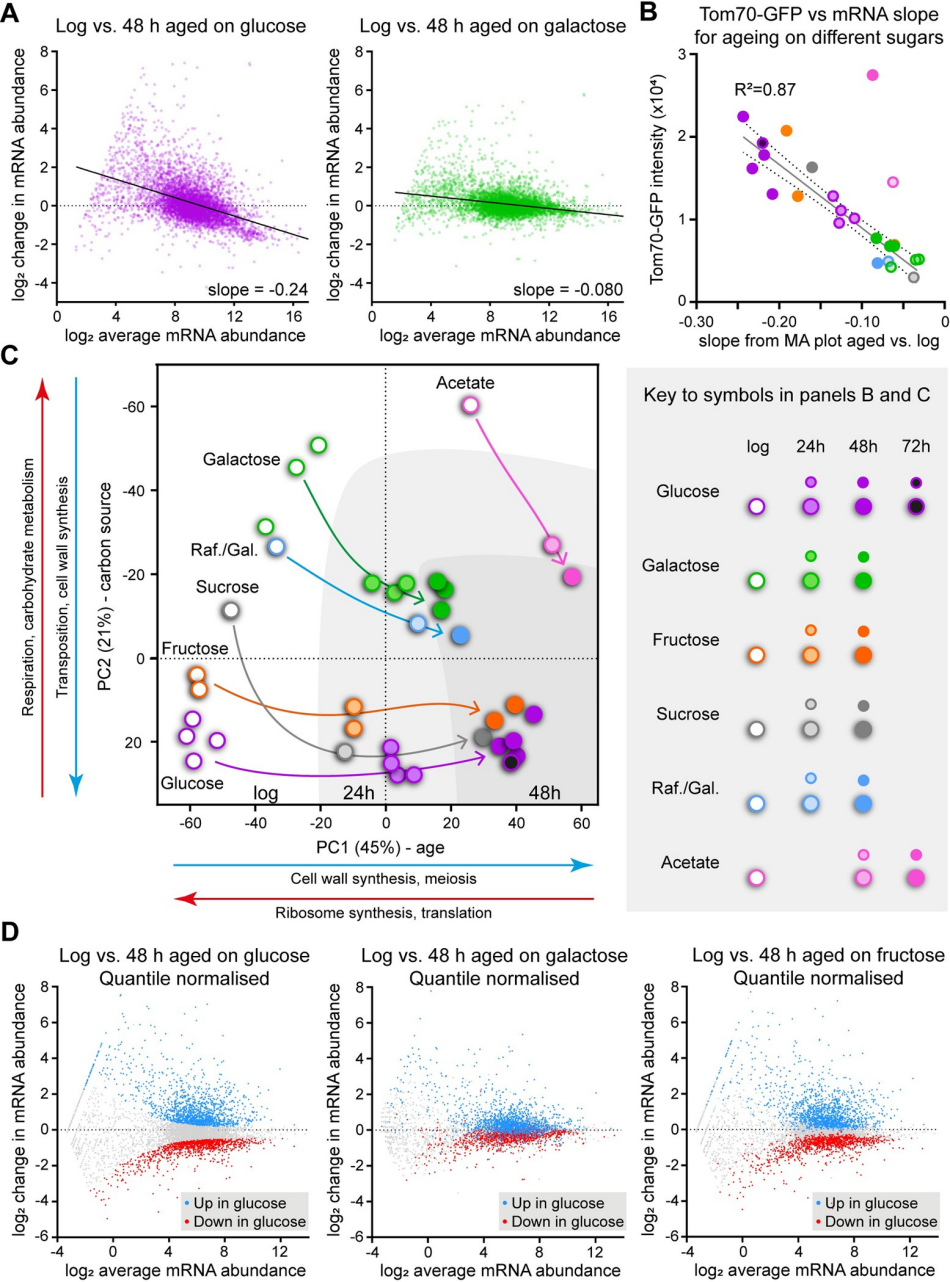
Effects of diet on gene expression change during ageing. (A) MA plots showing change in abundance between log and 48 h relative to average abundance for each mRNA, for cells growing on glucose (left) or galactose (right). Positive values on y-axis indicate increased abundance with age relative to average, negative values indicate decreased abundance, and zero indicates no change. Abundances are size-factor normalised log_2_ transformed read counts from poly(A) selected sequencing libraries, genes with <4 counts at log phase were filtered as changes cannot be accurately quantified for these. Data is average of 2 biological replicates, slopes calculated by linear regression. (B) Plot of Tom70-GFP intensity against slope values of mRNA distribution change for multiple biological replicate samples of wild-type cells aged on different carbon sources. For each individual aged sample, half the cells were used for RNAseq and slope calculated by linear regression from an MA plot of gene expression versus matched log phase sample. Tom70-GFP intensity was obtained from imaging flow cytometry performed on the other half of the sample. Line of best fit calculated by linear regression showing 95% confidence window, acetate samples were excluded as they clearly deviate from the trend. Key to carbon source and age given below graph. (C) PCA plot for individual biological replicates at log, 24 and 48 h of age on different carbon sources, with darkening shades of grey background corresponding to increasing age. Calculated from size-factor normalised log_2_ transformed read counts for all genes excluding mitochondrial genome-encoded mRNAs. Major GO categories for each PC are indicated based on the 300 highest rotation genes underlying the PC in either direction, full GO analysis in S1 File. (D) MA plots showing change in abundance between log and 48 h relative to average abundance for each mRNA, highlighting genes that change significantly during ageing in glucose, for cells growing on glucose (left), galactose (middle), or fructose (right). Abundances are size-factor normalised log_2_ transformed read counts from poly(A) selected sequencing libraries, datasets were quantile normalised to match overall distributions, and genes with <4 counts at log phase were filtered out. Data is average of 2 biological replicates, significant differential gene expression calculated using DESeq2 with *p* < 0.01. The data underlying this figure can be found in S2 File, full GO analysis for C in S1 File. PCA, principal component analysis.

Transcriptomes of cells aged on fructose, sucrose, raffinose/galactose, and acetate show varying degrees of dysregulation (S2B Fig) that we captured in a single value—the slope of a line of best fit drawn from an MA plot comparing young and old. These lines (Figs 2A and S2) have a slope approaching zero in galactose where there is little directional bias in the gene expression changes during ageing, but become increasingly negative with age-linked gene expression dysregulation. This slope value correlates very well to Tom70-GFP intensity across different ages and media conditions (Fig 2B), indicating that transcriptional dysregulation is associated with the onset of the SEP. 

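The slope was computed for each aged sample over genes with at least 4 normalised counts at log phase. On fructose it was −0.0591 at 24 h (−0.0578 and −0.0603, n = 2) and −0.182 at 48 h (−0.173 and −0.191). The single samples gave −0.0365 at 24 h and −0.161 at 48 h on sucrose, −0.0704 and −0.0819 on raffinose/galactose, and −0.0628 at 48 h and −0.0870 at 72 h on acetate. With 1 sample at each of these ages, sucrose, raffinose/galactose and acetate carry no replicate check. Glucose minus fructose was −0.0726 at 24 h (exact permutation p = 0.0667, the smallest that 4 against 2 samples allow; BH-adjusted p = 0.173 over 13 slope contrasts). At 48 h it was −0.0546 (exact p = 0.133, BH-adjusted p = 0.217).

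**Figure D1:**
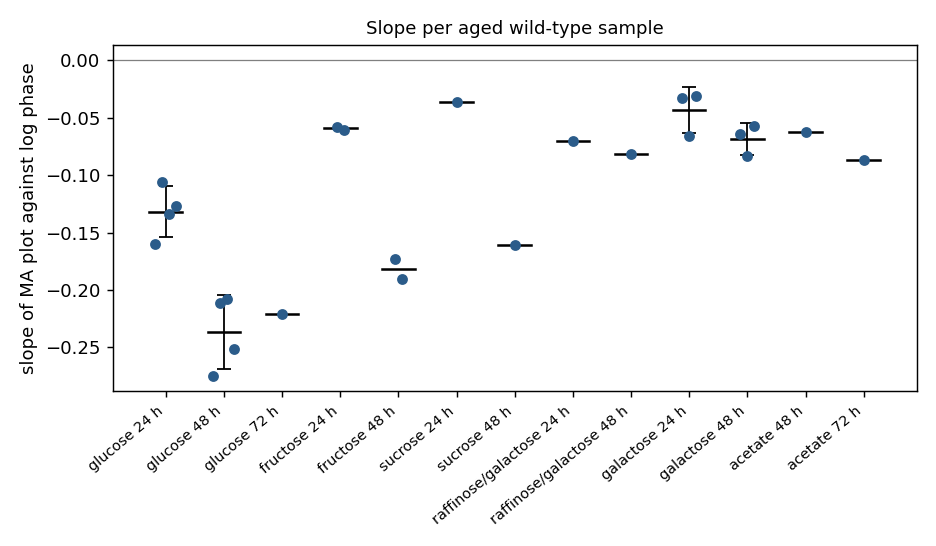
Slope of log2 change against mean abundance for each aged sample by medium. Points are samples, bars are means, and error bars are SDs where there are at least 3 samples.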

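On glucose the slope was −0.132 ± 0.0223 (SD, n = 4) at 24 h and −0.236 ± 0.0322 (n = 4) at 48 h. On galactose it was −0.0432 ± 0.0199 (n = 3) and −0.0683 ± 0.0137 (n = 3). The lowest galactose sample at 48 h, E35 with −0.0836, stayed above the highest glucose sample, E34 with −0.208. Glucose minus galactose was −0.0885 at 24 h and −0.168 at 48 h, each with an exact permutation p = 0.0286, the smallest possible for 4 against 3 samples, and BH-adjusted p = 0.173 over 13 slope contrasts. In E34 and E35 alone the differences were −0.0811 and −0.156, and 2 against 2 samples allow no exact p under 0.333. Of the alternative settings, quantile normalisation moved them most, to 0.0118 and 0.0254. It gives all samples the same distribution and so removes the slope by construction. The galactose slope of experiment E56, which shares no sequencing lane with these glucose samples, was −0.0309 at 24 h and −0.0570 at 48 h.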

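The paper lists median Tom70-GFP intensities beside its slopes, and 23 of the samples analysed here on media other than acetate could be paired with them. The slope and Tom70-GFP had a Pearson r of −0.908 (permutation p = 1e-05, the smallest the resampling allows) and a Spearman rho of −0.866 (permutation p = 1e-05). BH adjustment over 8 correlations gave p = 4e-05. Without the 2 samples farthest out, glucose 48 h of E30_1 and E35, r was −0.911 (n = 21). Within an age, r was −0.852 at 24 h and −0.859 at 48 h, both with permutation p = 0.00125, and rho was −0.645 at 24 h (permutation p = 0.0367) and −0.782 at 48 h (p = 0.00633). Within sequencing lanes it was −0.970 in the lane of E35 (n = 8; rho −0.833, permutation p = 0.00119 for r) and −0.892 in the lane of E30 and E34 (n = 12; rho −0.888, p = 0.00015). The 2 other lanes held 2 samples and 1 sample, too few for a correlation. Without the filter on low values r was −0.787.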

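On acetate, the line fitted through the samples on other media predicts a Tom70-GFP intensity of 6317 at 48 h from the slope, against 14520 in the paper's list. At 72 h it predicts 8011 against 27485. These lie 3.29 and 7.81 residual SDs above the line, and no sample on another medium is farther from it than 2.18. With the 2 acetate samples included, the correlation is −0.689 (n = 25, permutation p = 0.00021) and the Spearman rho −0.764 (permutation p = 2e-05).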

The only exception is acetate, which has a low slope but a high Tom70-GFP signal that likely reflects very high mitochondrial biogenesis on this strict oxidative phosphorylation substrate rather than SEP-associated Tom70 accumulation.

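For the 36 wild-type samples on glucose, fructose, sucrose, galactose, raffinose/galactose and acetate, components were computed over 6664 genes from the deposited log2 values, centred and unscaled. PC1 explained 42.4% of the variance (jackknife SD 5.36) and PC2 20.9% (jackknife SD 3.28). The share of PC1 moved most when each gene was scaled to unit variance, to 35.1%. It was 35.8% after quantile normalisation, 46.0% without acetate and 46.9% over genes with a mean log2 of at least 2.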

Principal component analysis (PCA) of this transcriptome data from cells aged on different carbon sources revealed that samples separated by replicative age on the first principal component (PC1, explaining 45% of the dataset variance) and largely by carbon source on PC2 (explaining 21% of variance) (Fig 2C). Glucose and fructose, which are metabolised similarly, cluster together at log and 48 h time points, with fructose 24 h lagging slightly behind glucose 24 h on the same trajectory (Fig 2C, purple and orange). 

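On PC1, glucose samples had a mean of −56.8 ± 5.68 (SD, n = 3) at log phase, 3.06 at 24 h and 38.9 ± 3.93 (n = 4) at 48 h. Fructose samples (n = 2) lay at −57.4, −12.0 and 34.6. On PC2 the glucose means were 21.0, 26.0 and 18.2, and those of fructose 9.06, 15.2 and 11.8. Glucose at 24 h was 15.1 units ahead of fructose at 24 h on PC1 (exact permutation p = 0.0667, the smallest that 4 against 2 samples allow; BH-adjusted p = 0.1 over 8 component contrasts).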

The transcriptional profile associated with sucrose fermentation differs from glucose and fructose and as such the log phase sucrose profile is separated on PC2 [58]; however, sucrose is processed into glucose and fructose prior to being metabolised, and aged sucrose transcriptomes are very similar to fructose (Fig 2C, grey). 

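The 1 sucrose sample at log phase lay at −48.0 on PC1 and −8.09 on PC2. At 24 h it lay at −13.8 on PC1 and 22.7 on PC2, and at 48 h at 29.0 and 18.4. There is no replicate of any sucrose age to measure the spread.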

Galactose-grown samples migrate less distance on PC1 with age, are separated from glucose and fructose on PC2 at all time points, and change little between 24 h and 48 h showing that gene expression is relatively stable (Fig 2C, green), with the raffinose/galactose mixture following the same trajectory (Fig 2C, blue). 

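Galactose samples had PC1 means of −30.8 ± 8.23 (SD, n = 3) at log phase, −1.23 at 24 h and 14.3 ± 0.960 at 48 h, and PC2 means of −40.3, −16.0 and −15.4. On PC2 glucose was above galactose by 61.2 at log phase (exact permutation p = 0.1, the smallest for 3 against 3). The gap was 42.0 at 24 h and 33.6 at 48 h (exact p = 0.0286 each, BH-adjusted p = 0.0571). Between 24 h and 48 h galactose moved 15.6 units on PC1 with no overlap between the ages (exact p = 0.1, the smallest possible). Glucose moved 35.8 units (exact p = 0.0286). The raffinose/galactose samples, 1 per age, went from −36.2 to 7.59 and 20.8 on PC1 and from −24.7 to −7.73 and −5.77 on PC2.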

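The acetate sample at log phase had a PC1 value of 23.0, with 49.3 at 48 h and 55.6 at 72 h. Its log phase value lies above the mean of every other medium at 24 h and below the glucose 72 h sample at 38.2. On PC2 the 3 acetate samples lay at −62.9, −29.6 and −22.7.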

Acetate is again the exception as it also moves little on PC1 with age but even at log phase is already coincident on PC1 with highly aged samples from other carbon sources, probably reflecting very slow growth rate (Fig 2C, pink). PC1 loading is dominated by increasing cell wall synthesis and decreasing ribosome synthesis, while PC2 loading is driven by increasing respiration and decreasing retrotransposition.

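Genes were grouped by words in their descriptions, and the 300 genes with the strongest loading at each end of a component were compared with all 6664 genes (Fisher's exact tests, BH over 16 tests). At the falling end of PC1, 109 of 300 (36.3%) were ribosome genes against 3.71% of all genes (odds ratio 25.7, exact test, BH-adjusted p = 3.7e-85). Cell wall genes made up 14 of the 300 at the rising end and also 14 of the 300 at the falling end (odds ratio 2.29, exact test, BH-adjusted p = 0.0166 at each). On PC2, respiration genes were 65 of the 300 at the galactose end (odds ratio 16.8, exact test, BH-adjusted p = 1.37e-44). Retrotransposon genes were 24 of the 300 at the glucose end (odds ratio 8.30, exact test, BH-adjusted p = 3.08e-12). These p values treat genes as independent units. The strongest PC1 loadings were YLR307C-A (chromosome XII from 746848 to 747111), SFC1 (YJR095W, chromosome X from 609773 to 610741) and FBP1 (YLR377C, chromosome XII from 873746 to 874792) rising, and PHO12 (YHR215W, chromosome VIII from 552099 to 553502), PHO11 (YAR071W, chromosome I from 225460 to 226863) and YIL169C (chromosome IX from 23119 to 26106) falling.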

Ribosome synthesis is tightly coupled to growth rate [59], suggesting that growth rate is a major contributor to PC1; although we observe that mother cell cycle rate is equivalent between glucose and galactose, population doubling time in galactose is longer indicating slower growth of newborn daughters. Indeed, log phase samples on glucose are located more towards the high ribosome synthesis/translation end of PC1 than log phase cells on galactose, reflecting faster population growth. Nonetheless, highly aged cells on glucose are located further towards the low ribosome synthesis/translation end of PC1 than equivalently aged cells on galactose, consistent with the lower Rpl13a-mCherry signal and the lower fitness of glucose-aged cells compared to galactose (Fig 1C and 1F). 

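At log phase, glucose minus galactose was −25.9 on PC1, and the 3 samples of each medium did not overlap (exact permutation p = 0.1, the smallest for 3 against 3 samples, and BH-adjusted p = 0.1 over 8 component contrasts).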

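At 48 h, glucose lay 24.6 units above galactose on PC1, without overlap of 4 and 3 samples (exact permutation p = 0.0286, the smallest possible, and BH-adjusted p = 0.0571 over 8 component contrasts).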

As shown in the accompanying manuscript [60], the slope change on MA plots during ageing arises from slowing of growth, so the difference in slope between glucose and galactose-aged cells reflects both the faster growth when young and the slower growth when old of cells on glucose compared to cells on galactose.

It is clear from the PCA that PC1 dominates the datasets, but this is tightly associated with the distortion of the whole gene expression profile that we represent in the slope value. This distillation of the whole transcriptome change to a single value is rather reductive and we asked whether subsets of genes are acting differently to the bulk dataset during ageing in different carbon sources. We used quantile normalisation to remove the overall profile difference represented by the slope from the datasets, extracted genes differentially expressed during ageing in glucose then highlighted these genes on MA plots for glucose, galactose, and fructose ageing (Fig 2D). 

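Tests used limma on quantile-normalised log2 values with BH adjustment, and genes with an adjusted p under 0.01 were called. In E34 and E35, 1373 of 5772 genes changed between log phase and 48 h on glucose (661 higher, 712 lower). With E30_1 and E30_2 included, 3019 of 5785 changed (1196 higher, 1823 lower). A 2-fold minimum moved that count most, to 921, and with the values as deposited 3232 were called, of which 51.1% were higher against 39.6%. On galactose, 75 genes were called in E34 and E35 and 287 of 5799 with E56 (176 higher, 111 lower). A block for the experiment reduced these to 152. Single samples decide this count: it was 77 without the 48 h sample of E34 or of E35 and 892 without the log phase sample of E35. Without adjustment, 1958 genes had p under 0.05 on galactose. Fructose had 1765 of 5786 (780 higher, 985 lower), and 544 without the filter on low values. The genes named are the 3 rises and 3 falls of largest size, among called genes whose samples do not overlap. On glucose PIR3 (YKL163W, chromosome XI from 144401 to 145378) rose by 7.02 (standard error 0.16, limma adjusted p = 4.5e-09), HSP12 (YFL014W, chromosome VI from 107256 to 107585) by 7.00 and NCA3 (YJL116C, chromosome X from 193860 to 194873) by 6.52. The acid phosphatase genes PHO12 and PHO11 changed by −5.13 and −4.26, and UBC9 (YDL064W, chromosome IV from 337487 to 338070) by −4.22. In the paper's strain list UBC9 lies between loxP sites in strains that carry a Cre gene. Estradiol was added to the ageing cultures and not to log phase cells, so the fall of UBC9 cannot be separated from the strain design. PHO11 and PHO12 are nearly identical in sequence, so how their reads divide is uncertain. On galactose PIR3 rose by 5.47, TPO2 (YGR138C, chromosome VII from 763762 to 765606) by 5.04 and YLR042C (chromosome XII from 229966 to 230451) by 4.59, while RGI2 (YIL057C, chromosome IX from 247902 to 248396) changed by −4.14, PHO11 by −3.05 and PHO12 by −2.80. The adjusted p of TPO2 (limma, 0.00389) became 0.016 with E34 and E35 alone. On fructose PIR3 rose by 7.40, NCA3 by 7.00 and HSP26 (YBR072W, chromosome II from 382030 to 382674) by 6.56, and PHO12 changed by −5.50, PHO11 by −4.37 and SPL2 (YHR136C, chromosome VIII from 374654 to 375100) by −3.72.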

While the normalisation is effective at removing the baseline distortion, it is still obvious that gene expression changes much less during ageing on galactose compared to glucose or fructose. 

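After quantile normalisation, the share of genes that changed at least 2-fold between log phase and 48 h was 18.4 ± 2.48% (SD, n = 4) on glucose, with samples from 16.7 to 22.0%. On galactose it was 8.17 ± 0.463% (n = 3; 7.76, 8.67 and 8.09%), and on fructose 17.6% (16.8 and 18.5%). Glucose and galactose differed by 10.2 percentage points (exact permutation p = 0.0286, the smallest for 4 against 3 samples).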

No subsets of genes change in behaviour, and we simply observe that the gene expression changes that occur during ageing in glucose also occur in galactose, just to a much lesser extent.

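The log2 changes of the glucose-ageing genes in another medium were regressed through the origin on their changes in glucose. For the 1373 genes called in E34 and E35, the coefficient was 0.423 on galactose (0.351 and 0.495), with 86.8% changing in the same direction, and 0.900 on fructose (0.855 and 0.946), with 99.7%. For the 3019 genes called with all samples, it was 0.401 ± 0.105 (SD, n = 3) on galactose and 0.963 on fructose (0.908 and 1.02), and 76.4% and 98.5% moved in the same direction. Galactose minus fructose was −0.562 (exact permutation p = 0.1, the smallest for 3 against 2 samples). A list of 501 genes was also called from the glucose samples of E30 alone (1 at log phase and 2 at 48 h) and followed in E34 and E35, which had no part in choosing it. There the coefficients were 0.375 and 0.491 on galactose, 0.905 and 1.01 on fructose, and 0.927 and 1.09 on glucose. A limma test of whether the change differs between glucose and galactose called 895 of 5917 genes. Among 872 of them that passed the filter in both media, 536 changed in the same direction but less in galactose, 10 changed more, and 326 had opposite signs, 21 of them called on galactose. Of 5731 genes tested in both media, 221 were called in both, 217 with the same sign. The other 4 rose on glucose and fell on galactose: MAL33 (YBR297W, chromosome II from 800523 to 801929) (1.32 and −1.04), FAA2 (YER015W, chromosome V from 184541 to 186775) (1.04 and −0.74), POX1 (YGL205W, chromosome VII from 108158 to 110404) (2.19 and −2.24) and GCY1 (YOR120W, chromosome XV from 551114 to 552052) (2.00 and −1.04). These 4 are named after their values were seen. A further 56 genes were called on galactose alone and 2774 on glucose alone.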

These experiments show that the onset of the SEP, as marked by Tom70-GFP foci formation, is tightly linked to gene expression dysregulation on fermentable carbon sources. Given that lifespan is little different between glucose and galactose, this means that gene expression dysregulation is an aspect of ageing that is not intrinsically associated with increasing replicative age or lifespan.

### Respiration protects against the SEP

This RNA-seq dataset should contain mechanistic information about healthy ageing. Although the global differences in mRNA distribution in our primary datasets violate a basic assumption of packages such as DEseq2, the quantile normalised datasets are suitable for differential expression analysis. Pairwise normalised glucose versus galactose comparisons at each age yielded variable gene sets, so we asked the more conservative question of which genes are consistently differentially expressed across all age comparisons (Fig 3A and S1 File). This much smaller set is enriched for respiration, which is at first sight surprising as galactose and glucose are both fermentable carbon sources. However, whereas respiration is repressed in glucose, it does occur on galactose and is in fact required for normal growth of S288-derived MEP strains [61–63].

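Glucose and galactose were compared by limma at each age (adjusted p under 0.01 by BH). In E34 and E35, 104 genes differed at log phase, 365 at 24 h and 116 at 48 h, and 26 at all 3 ages. Using all samples, the counts were 697 of 5789 at log phase (435 higher in galactose), 1194 of 5934 at 24 h (560 higher) and 1137 of 6006 at 48 h (534 higher). A block for the experiment gave 371 at log phase and 1822 at 24 h. The log phase count was 216 without the galactose sample of E34 and 1706 without that of E35. At all 3 ages, 238 of 5776 genes differed, 194 higher in galactose and 44 lower, against 6.74 if the calls were independent. With a 2-fold minimum this count was 79, and with an adjusted p under 0.05 it was 479. Of the paper's 230 genes, 222 were tested here, 185 were called at all 3 ages and 220 at 1 age or more. At log phase, 24 h and 48 h, GAL10 (YBR019C, chromosome II from 276253 to 278352) was higher in galactose by 14.30, 12.36 and 11.39 in log2, GAL2 (YLR081W, chromosome XII from 290212 to 291936) by 13.69, 11.32 and 10.26, and GAL1 (YBR020W, chromosome II from 279021 to 280607) by 11.34, 10.63 and 10.27. GAL7 (YBR018C, chromosome II from 274427 to 275527) was higher by 11.71 at log phase. HXT1 (YHR094C, chromosome VIII from 290913 to 292625) differed by −10.10, −5.25 and −4.07, HXT3 (YDR345C, chromosome IV from 1162957 to 1164660) by −3.01, −4.37 and −4.47, and MIG2 (YGL209W, chromosome VII from 95858 to 97006) by −3.71, −2.76 and −2.13. At log phase BSC1 (YDL037C, chromosome IV from 384601 to 385587) differed by −5.33 and PRM7 (YDL039C, chromosome IV from 381985 to 384081) by −4.204, but neither was called in E34 and E35 alone. PAU4 (YLR461W, chromosome XII from 1062919 to 1063281) had at most 2 reads in each galactose sample at 24 h, where it was at least 3.96-fold lower, and was at least 6.99-fold lower at 48 h.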

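Respiration genes, taken by words in their descriptions, made up 51 of the 194 genes higher in galactose at all 3 ages (26.3%), against 162 of 5776 tested (2.80%). The odds ratio was 17.6 (Fisher's exact test over genes, BH-adjusted p = 1.38e-36 over 8 tests). No ribosome gene was among the 194 (0 genes; exact test, BH-adjusted p = 0.00151), and retrotransposon genes were 3 of the 44 lower in galactose (odds ratio 9.91, exact test, BH-adjusted p = 0.0125). Those 3, named after their values were seen, are YBL005W-B (chromosome II from 221330 to 226598), YMR045C (chromosome XIII from 357359 to 362627) and YNL284C-B (chromosome XIV from 96964 to 102232). Copies of such elements are alike in sequence, so how their reads divide is uncertain.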

**Fig 3:**
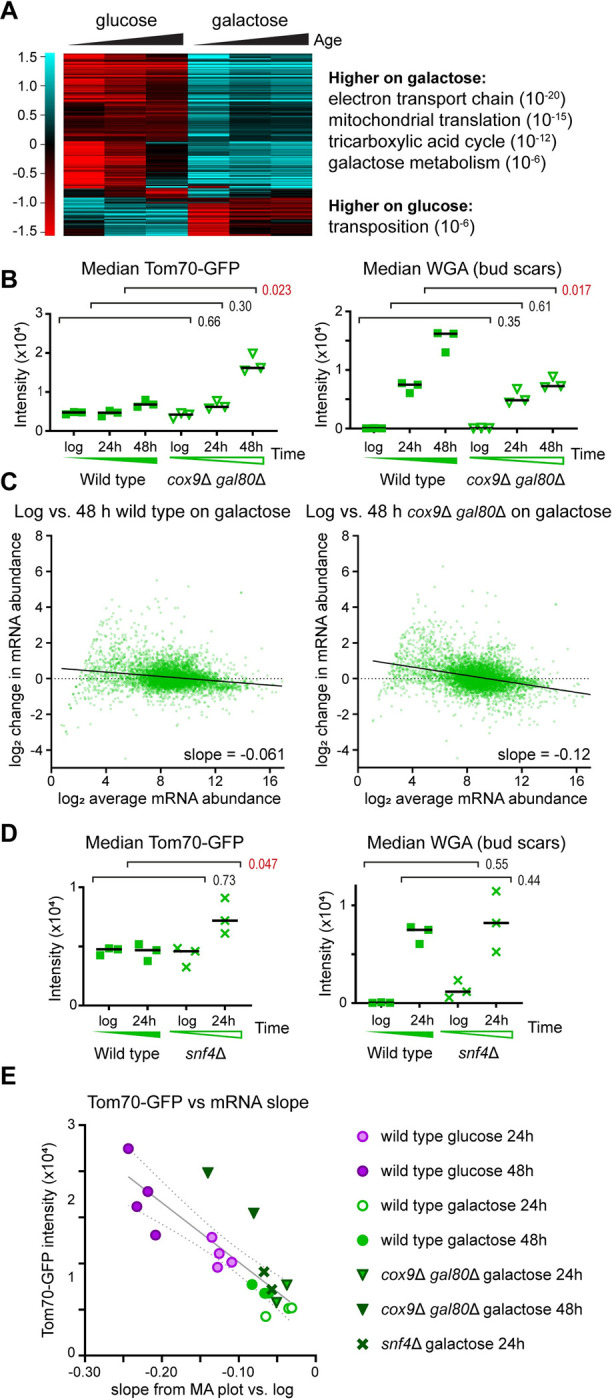
Respiration is required to avoid the SEP and gene expression dysregulation on galactose. (A) Hierarchical cluster analysis of genes significantly (*p* < 0.01 by DESeq2 on quantile normalised data) differentially expressed between glucose and galactose at all time points. Average of 2 biological replicates. Principle GO categories with *p* values are given for each cluster, full GO analysis in S1 File. (B) Imaging flow cytometry for Tom70-GFP and WGA of wild-type and *cox9*Δ *gal80*Δ populations aged on galactose. Performed and analysed as in Fig 1C, *n* = 3. Rpl13a-mCherry data is given in S3A Fig. (C) MA plots comparing log and 48 h-aged populations of wild type and *cox9*Δ *gal80*Δ on galactose, performed as in Fig 2A, *n* = 1 for wild type (matched biological replicate to mutant), *n* = 2 *cox9*Δ *gal80*Δ. (D) Imaging flow cytometry for Tom70-GFP and WGA of wild-type and *snf4*Δ populations aged on galactose. Performed and analysed as in Fig 1C, *n* = 3. Rpl13a-mCherry data is given in S3A Fig. (E) Plot of Tom70-GFP intensity against slope values of mRNA distribution change, as Fig 2B. The data underlying this figure can be found in S2 File, full GO analysis for A in S1 File. SEP, senescence entry point; WGA, wheat germ agglutinin.

Blocking the electron transport chain to prevent respiration, for example, by deleting *COX9*, impairs growth in galactose but this defect can be offset by removing the transcriptional repressor Gal80 [64]. Unlike wild-type, *cox9*Δ *gal80*Δ cells ageing in galactose accumulated substantial Tom70-GFP at 48 h, despite reaching a much lower replicative age (Figs 3B and S3A), and also underwent greater gene expression dysregulation (Fig 3C). 

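On galactose, the slope of *cox9*Δ *gal80*Δ at 48 h was −0.114 (−0.153 and −0.0758, n = 2). Minus wild type on galactose this was −0.0460 (exact permutation p = 0.2, smallest possible 0.1; BH-adjusted p = 0.289 over 13 slope contrasts). The higher of the 2 mutant samples lies within the range of wild type on galactose. Both lie below the wild-type sample of their own experiment, E56 (−0.0570), which is 1 sample and allows no test. Quantile normalisation turned the difference to 0.00550.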

The gene expression phenotype was weaker than wild type after 48 h on glucose but that is probably due to the reduced age of the mutant. 

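Compared with wild type on glucose at 48 h, the *cox9*Δ *gal80*Δ slope on galactose was higher by 0.122, and neither mutant sample reached the range of the 4 glucose samples (exact permutation p = 0.0667, the smallest for 4 against 2; BH-adjusted p = 0.173). The paper proposes that the reduced replicative age of the mutant accounts for the weaker phenotype. Replicative age is not among the measurements used here.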

Deletion of individual ETC components could drive mitochondrial mis-function rather than simply preventing respiration so we also blocked mitochondrial biogenesis by removing the regulatory Snf4 subunit of the upstream Snf1 complex (yeast AMPK) [65]. Loss of Snf4 did not substantially impair log phase growth in galactose and we were able to purify a 24 h fraction (albeit with very low cell number as cells died very young), and *snf4*Δ mutants accumulated more Tom70-GFP than wild-type during 24 h replicative ageing in galactose (Figs 3D and S3B). 

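At 24 h on galactose, *cox9*Δ *gal80*Δ had a slope of −0.0504 (−0.0537 and −0.0471). Minus wild type this was −0.00724 (exact permutation p = 0.6, BH-adjusted p = 0.709). The *snf4*Δ samples had −0.0572 (−0.0591 and −0.0553, n = 2), and minus wild type on galactose −0.0140 (exact p = 0.4, BH-adjusted p = 0.52). Their slopes lay above wild type on glucose at 24 h by 0.0744 (exact p = 0.0667, the smallest possible, BH-adjusted p = 0.173). Wild type on galactose included 1 sample, E35 with −0.0661, that lay below both *snf4*Δ samples. The wild-type sample of E56, the experiment of both mutants, had −0.0309, above all 4 mutant samples, and as 1 sample it allows no test.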

A plot of Tom70-GFP against mRNA slope shows that *cox9*Δ *gal80*Δ on galactose approaches wild type on glucose at 48 h despite little effect at 24 h, while *snf4*Δ at 24 h shows an increase in both parameters compared to wild type at 24 h on galactose, though far less than wild type on glucose at 24 h (Fig 3E).

Taken together, these results show that respiration protects cells against the SEP and against gene expression dysregulation, as well as being required for normal lifespan.

### Respiration can protect a subset of cells during ageing in glucose

Yeast can be forced to respire on glucose by overexpression of the mitochondrial biogenesis transcription factor Hap4, which is known to favour ageing on a longer-lived trajectory with rapid cell division to very old age [35,46,66]. In keeping with this report, median Tom70-GFP was significantly lower at 24 h in MEP cells on glucose overexpressing 1 chromosomal copy of *HAP4* from a *GPD* promoter (Fig 4A), but the difference was smaller and nonsignificant by 48 h while dysregulation of gene expression was not noticeably rescued (S4A Fig). However, the Tom70-GFP profile of 48 h-aged Hap4 overexpressing cells was clearly split into 2 populations, which resolved into a low Tom70-GFP, high WGA population and a high Tom70-GFP, low WGA population akin to the populations observed in wild-type cells by Li and colleagues (Fig 4B) [35]. 

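The overexpressed gene was read first. HAP4 (YKL109W, chromosome XI from 232227 to 233891) was 3.55 log2 higher in PGPD-HAP4 than in wild type at log phase (limma standard error 0.61, adjusted p = 0.0157 over 5807 genes). With values as deposited, a setting chosen after the data were seen, it was 3.54 higher (limma adjusted p = 0.00952). All 6 PGPD-HAP4 samples held between 3961 and 8378 HAP4 reads. The PGPD-HAP4 slope on glucose was −0.0862 at 24 h (−0.0906 and −0.0817, n = 2) and −0.183 at 48 h (−0.177 and −0.190). It was above wild type by 0.0455 at 24 h, without overlap of the samples (exact permutation p = 0.133, smallest possible 0.0667). At 48 h it was above by 0.0530, also without overlap (exact p = 0.133), and both BH-adjusted p values were 0.217 over 13 slope contrasts. Both PGPD-HAP4 samples come from E30, where wild type of E30_1 was read against a mean log phase. In E30_2, where each strain had its own log phase, PGPD-HAP4 and wild type had −0.0817 and −0.106 at 24 h. At 48 h they had −0.190 and −0.212, a smaller gap than over all samples, and 1 pair allows no test.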

An equivalent plot of wild-type cells shows that the high WGA, low Tom70-GFP population is largely absent (S4B Fig).

**Fig 4:**
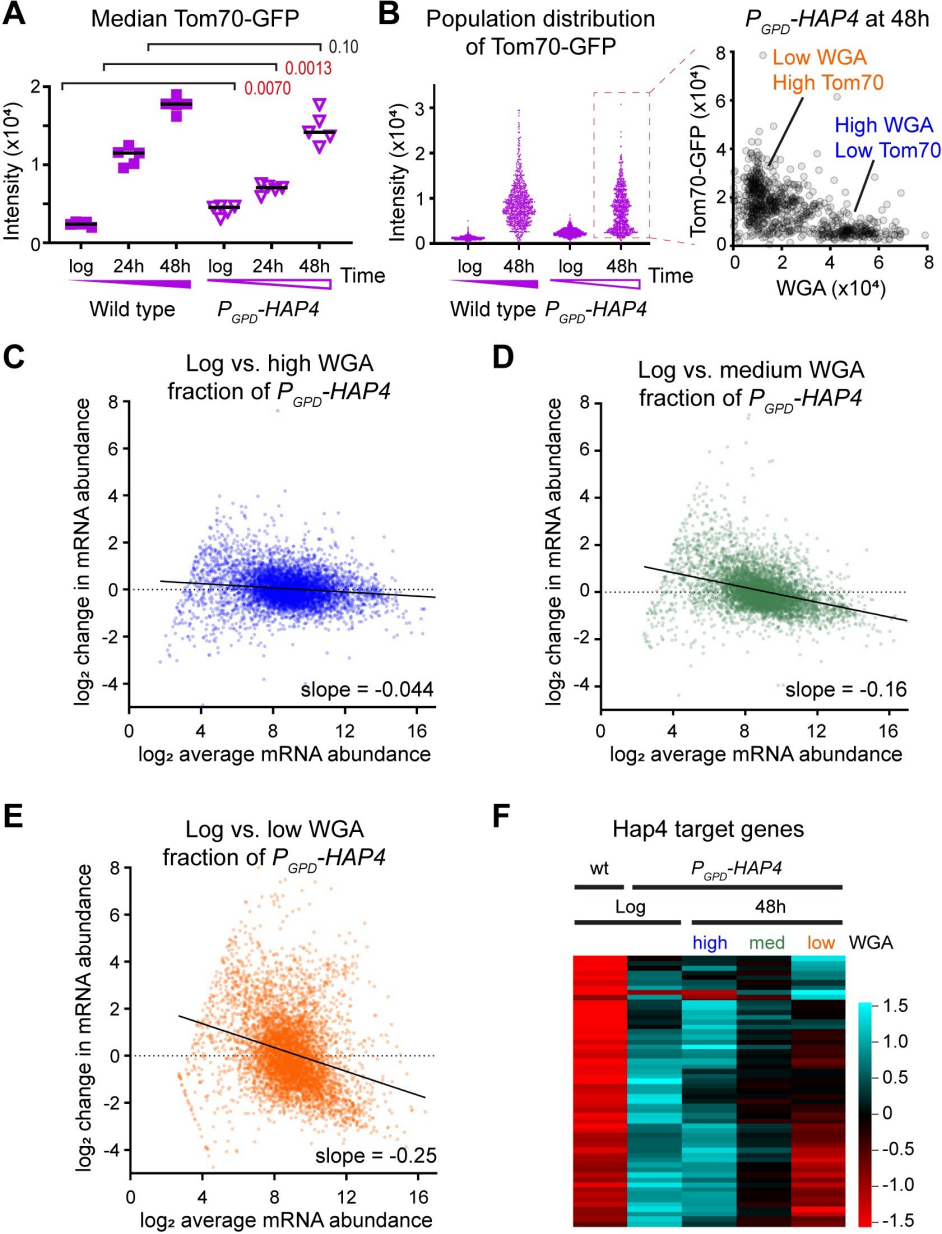
RNA-seq analysis of cells ageing on different trajectories. (A) Median Tom70-GFP of wild-type and Hap4-overexpressing cells (*P*_*GPD*_*-HAP4*) on glucose, analysed as in Fig 1C, *n* = 5. (B) Tom70-GFP population distributions from an individual biological replicate, and plot of Tom70-GFP vs. WGA for the *P*_*GPD*_*-HAP4* 48 h-aged population, highlighting subpopulations demarked by high Tom70-GFP, low WGA (orange) and low Tom70-GFP, high WGA (blue). (C–E) MA plots showing change in mRNA abundance from log phase to the high WGA (C, blue), low WGA (E, orange), or intermediate WGA (D, green) subpopulations of 48 h-aged *P*_*GPD*_*-HAP4* cells purified by flow cytometry (S4C Fig). Cut-off for low expressed genes on which quantification is unreliable at 16 normalised counts, average of 2 biological replicates. (F) Hierarchical clustering analysis for change in expression of Hap4-regulated genes (defined as those expressed >3-fold higher in *P*_*GPD*_*-HAP4* compared to wild type at log phase in glucose), for high and low WGA subpopulations of 48 h-aged *P*_*GPD*_*-HAP4* cells compared to log phase wild-type and *P*_*GPD-*_*HAP4* controls. Average of 2 biological replicates. The data underlying this figure can be found in S2 File. WGA, wheat germ agglutinin.

In fact, flow cytometry using a BD Influx cell sorter system detected 3 well-defined fractions in 48 h-aged Hap4 overexpressing populations: high, medium, and low WGA, which we purified and analysed by RNA-seq (S4C Fig). 

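The sorted fractions were read as 8 samples of 48 h cells: high, medium and low WGA of PGPD-HAP4 cells in experiments E36 and E66, and high and low WGA of wild type, 1 sample each. The PGPD-HAP4 libraries of E36 are named by low, medium and high GFP, where their age labels give high, medium and low WGA. The age labels were used. Their log phase references were 2 wild-type and 2 PGPD-HAP4 samples on glucose. The 8 fractions held between 561582 and 5483467 counted reads (median 2613590). The PGPD-HAP4 high WGA samples held 5455873 and 5483467 reads and the low WGA samples 565971 and 2256787. Genes were kept with at least 16 normalised counts at log phase (log2 of 4), the filter the paper uses for these samples. A single read in the PGPD-HAP4 low WGA sample of E36 corresponds to a log2 value of 3.86, close to that filter. Wild-type fractions have 1 sample each, so no replicate check is possible for them. With 2 against 2 samples, an exact permutation test gives no p under 0.333.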

Compared to log phase, the high WGA fraction maintained a youthful gene expression profile with little dysregulation of gene expression, the medium WGA fraction showed an mRNA abundance profile akin to 48 h-aged wild type, but the low WGA fraction displayed the strongest dysregulation of mRNA abundance we have yet observed (Fig 4C–4E). 

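The slope against log phase was −0.0499 in the PGPD-HAP4 high WGA fraction (−0.0579 in E36 and −0.0419 in E66), −0.151 in medium WGA (−0.187 and −0.114) and −0.227 in low WGA (−0.264 and −0.190). Low WGA was below high WGA by 0.177 and below medium WGA by 0.0760, and in both contrasts the 2 groups did not overlap (exact permutation p = 0.333, the smallest possible). Thinning the log phase libraries to the depth of the low WGA samples gave them slopes between 0.0231 and 0.0412, which is in the other direction. A limma test of low against high WGA on the deposited values, with BH adjustment, called 1836 of 5813 genes, 973 of them (53.0%) higher in low WGA. After quantile normalisation it called 998, of which 58.4% were higher, and with a block for the experiment 2845. The 3 called genes with the largest rises without overlap were YLR307C-A by 9.05 (standard error 0.40, limma adjusted p = 5.39e-06), OPI9 (YLR338W, chromosome XII from 804346 to 805203) by 8.92 and YLR012C (chromosome XII from 169982 to 170281), which had at most 2 reads in high WGA and was at least 233-fold higher. OPI9 is a dubious reading frame that overlaps VRP1 on the other strand. YLR307C-A and OPI9 lie to the right of the rDNA and YLR012C to its left. HTA2 (YBL003C, chromosome II from 235394 to 235792) fell by 4.22, COX14 (YML129C, chromosome XIII from 14541 to 14753) by 3.86 and UBC9 by 3.53. UBC9 lies between loxP sites in these strains, so its difference cannot be separated from the strain design.

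**Figure D2:**
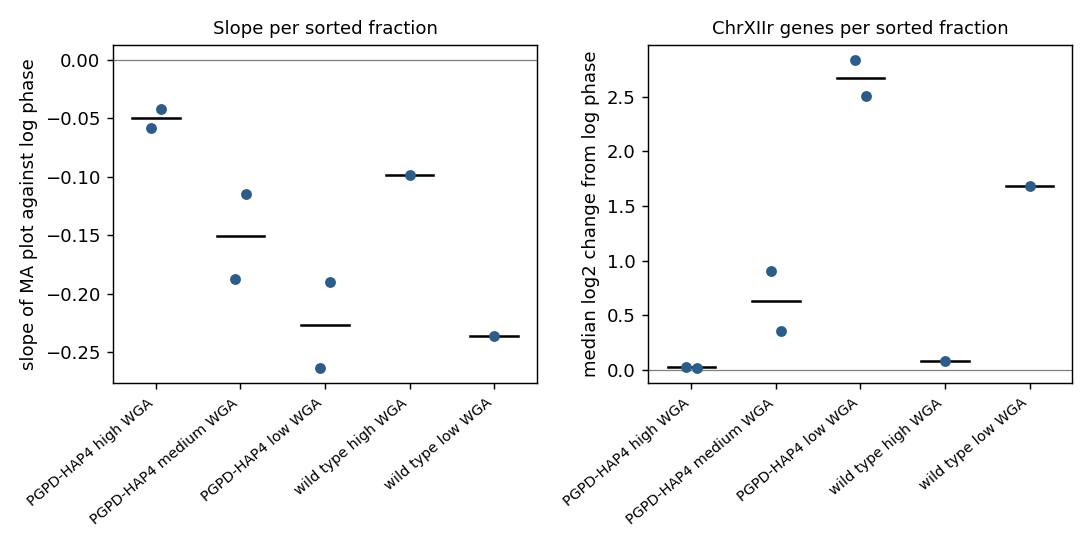
Slope and median change of ChrXIIr genes in sorted fractions. Points are samples and bars are means.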

Even after quantile normalisation, the low and high WGA profiles are too different for meaningful genome-wide comparisons to identify individual differentially expressed genes, so we asked whether Hap4 overexpression or that of downstream factors is maintained with age. 

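In log2, HAP4 was at 10.14 ± 0.12 (SD, n = 2) in wild type and 12.98 ± 0.20 in PGPD-HAP4 at log phase. In the sorted PGPD-HAP4 cells it was at 11.63 ± 0.22 in high, 11.65 ± 0.20 in medium and 11.40 ± 0.35 in low WGA. Relative to PGPD-HAP4 log phase it was lower by 1.34 in high and 1.57 in low WGA (exact permutation p = 0.333 each, the smallest for 2 against 2). Low minus high WGA was −0.23 (exact p = 0.667), 0.126 after quantile normalisation and 0.0152 without the low WGA sample of E36. A set of 68 genes was more than 3-fold higher in PGPD-HAP4 than in wild type at log phase, and 54 of the 55 genes on the paper's list are in it. A 4-fold limit gives 47 genes. The genes named next have the largest changes among called genes whose samples do not overlap. The 3 largest rises were INH1 (YDL181W, chromosome IV from 135179 to 135436) by 3.60 (standard error 0.14, limma adjusted p = 1.08e-05), SDH1 (YKL148C, chromosome XI from 169207 to 171129) by 3.20 and SDH2 (YLL041C, chromosome XII from 53131 to 53931) by 3.15. The largest falls were GLC3 (YEL011W, chromosome V from 133120 to 135234) by 1.70, HXK1 (YFR053C, chromosome VI from 253592 to 255049) by 1.04 and TIR1 (YER011W, chromosome V from 175248 to 176012) by 0.98. The median level of the set over wild-type log phase was 2.18 ± 0.12 in high WGA, 1.49 ± 0.43 in medium (1.19 and 1.80) and 1.25 ± 0.36 in low WGA (1.00 and 1.51). Low minus high was −0.93 (exact p = 0.333, the smallest possible), between −1.19 and −0.677 when 1 sample is left out. In low WGA, 24 of the 68 genes were within 2-fold of wild-type log phase, against 5 in high WGA. Those 5, named after their values were seen, are YCR013C (chromosome III from 138402 to 139049), KGD2 (YDR148C, chromosome IV from 753675 to 755066), YGL123C-A (chromosome VII from 277634 to 277864), FRE7 (YOL152W, chromosome XV from 40748 to 42610) and SPS4 (YOR313C, chromosome XV from 901858 to 902874). The filter of at least 16 counts, the paper's cut-off for sorted cells, was chosen for this set after the data were seen and after 3 settings had been held against the paper's list. The result depends on it. At 4 counts the set has 93 genes and low minus high is −0.523 (exact p = 0.333). With no filter the set has 125 genes and low minus high is 0.0190 (exact p = 1), which is no fall. Of the 68 genes, 55 were lower in low WGA, 48 of them in every sample, where chance gives 33% of genes without overlap. The median gene difference was −1.19, below the lowest 2.5% of random lists of equal expression, −0.934.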

*HAP4* mRNA itself decreased with age equivalently between the high and low WGA fractions (S4D Fig), but the abundance of many mRNAs that are induced >4-fold by Hap4 overexpression returns to wild-type levels in the low WGA fraction, showing that Hap4 transcription factor activity is not maintained in these cells and therefore the protective effects of respiration are lost (Fig 4F).

We performed an equivalent experiment in wild-type cells to determine whether this heterogeneity is simply a product of Hap4 overexpression (S4E Fig). 

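The wild-type fractions, 1 sample each and so without a replicate check, had slopes of −0.0989 in high and −0.236 in low WGA. The Hap4-regulated set was 0.56 above wild-type log phase in the wild-type high WGA sample and 0.32 above it in the low WGA sample.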

Although we could not identify defined populations, mRNA abundance profiles of low and high WGA fractions were closely akin to those of low and high WGA fractions from Hap4 overexpressing cells (S4F Fig). This means that within a population aged for a specific time, the youngest cells—those which have ceased to divide rapidly and can be considered senescent—show aberrant mRNA abundance patterns, and therefore, gene expression dysregulation must be associated with the SEP rather than ageing itself.

Together, these experiments show that the Hap4 overexpression can increase the fraction of cells that do not undergo SEP onset on glucose, and these cells are marked by youthful gene expression profiles. Combined with the preceding data, this means that respiration during ageing suppresses the SEP and age-linked dysregulation of gene expression.

### Accumulation of a chromosomal fragment is tightly linked to the SEP

Transcriptome data includes expression information for rDNA-encoded ncRNAs (see schematic in S5A Fig), which have a major role in rDNA stability and reflect the activity of silencing factors such as Sir2 [37,67–70]. Gene expression patterns in this region are complex so we defined a set of 4 probes covering each strand of each rDNA intergenic spacer region for quantitation (Fig 5A). These measure overall rDNA ncRNA expression, though the set of ncRNA species detected was very similar between aged samples (S5A Fig). During ageing in glucose, rDNA ncRNA expression rose to a maximum at 24 h before declining slightly at 48 h; while on galactose, these species were lower at 24 h but reached the same level as glucose-aged cells by 48 h (Fig 5A). The ncRNA IGS-1F becomes the most abundant polyadenylated RNA in the cells by 48 h in glucose and galactose (Fig S5B). This high expression reflects a similar accumulation of ERCs (Figs 5B and S5C), which are the primary source of rDNA ncRNA transcripts in aged cells [71], and ERC accumulation follows similar dynamics to rDNA-encoded ncRNAs as expected.

**Fig 5:**
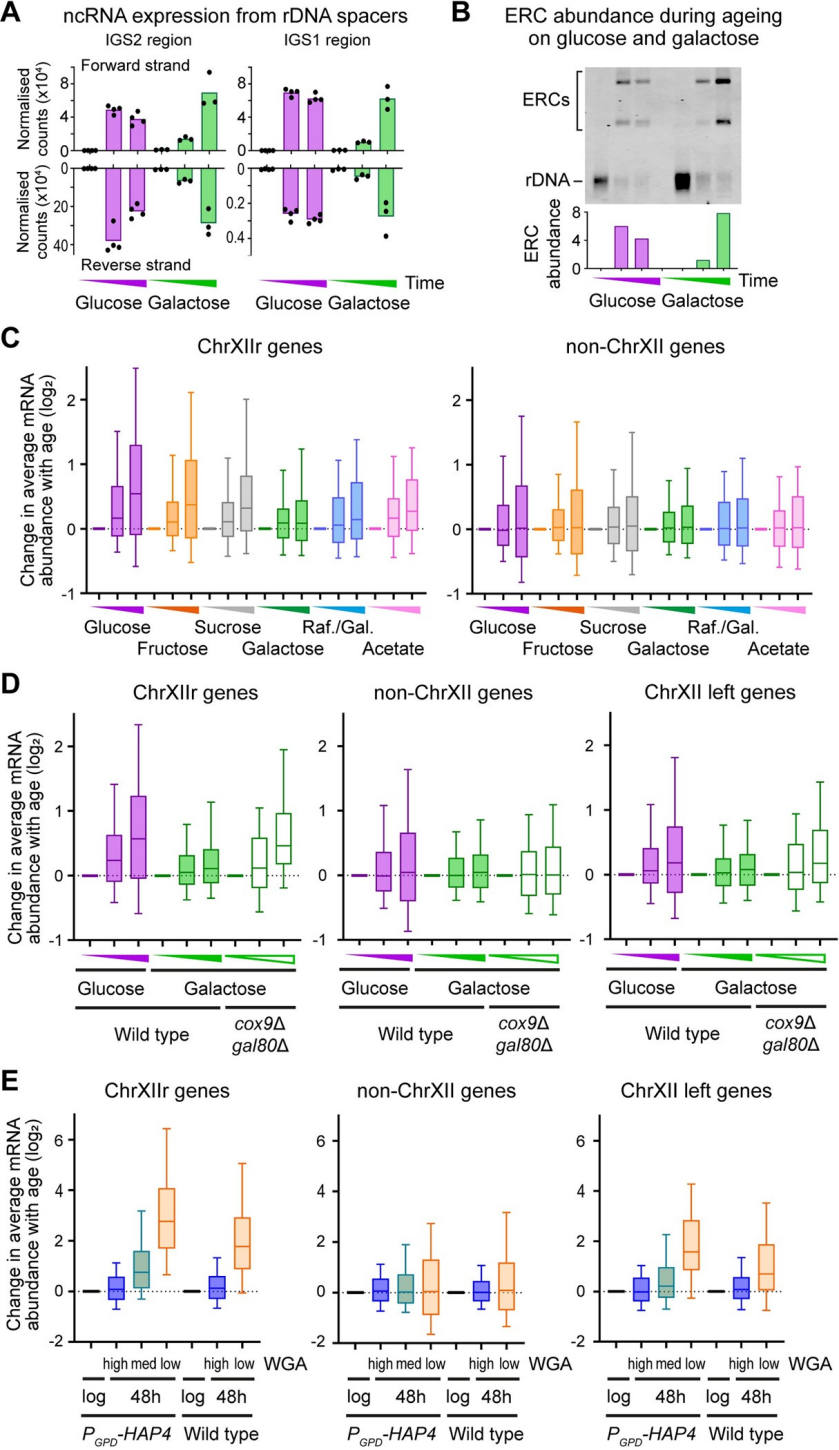
Accumulation of the ChrXIIr fragment is tightly associated with the SEP. (A) Quantification of ncRNA transcribed from each strand of the rDNA intergenic spacer regions during ageing on glucose and galactose. Normalised read counts are given for forward and reverse strand transcripts of intergenic spacers IGS1 and IGS2, see S5A Fig for schematic diagram. *n* = 4 for glucose, 3 for galactose. (B) Southern blot analysis of ERCs and chromosomal rDNA in wild-type cells at log, 24 and 48 h on glucose and galactose. Quantification is of the ratio between ERCs and chromosomal rDNA. (C) Log_2_ change in expression with age of all genes on ChrXIIr [XII:498053–1078177] (left) and all genes except those on chromosome XII and the mitochondrial DNA (right). Boxes show interquartile range with median, whiskers show 10–90th percentiles. *n* = 2 for glucose, fructose, and galactose; *n* = 1 for sucrose, raffinose/galactose mix, and acetate. (D) Change in expression with age of genes on ChrXIIr and controls for wild type on glucose and galactose, and *cox9*Δ *gal80*Δ on galactose. *n* = 2, analysis as in C. (E) Change in expression for genes on ChrXIIr between purified fractions of *P*_*GPD*_*-HAP4* and wild-type cells aged 48 h on glucose (Fig 4) relative to log phase controls. *n* = 2 for *P*_*GPD*_*-HAP4*, *n* = 1 for wild type, analysis as in C but note change in scale on y-axis as differences are much greater in these samples. The data underlying this figure can be found in S2 File and S1_Raw_Images.pdf. ERC, extrachromosomal rDNA circle; ncRNA, non-coding RNA; rDNA, ribosomal DNA; SEP, senescence entry point; WGA, wheat germ agglutinin.

It has been proposed that ERC accumulation is the cause of the nucleolar enlargement that accompanies ageing beginning at the SEP [13,72] so we measured nucleolar size using the RNA polymerase I reporter Rpa190-GFP. In keeping with other markers of the SEP, nucleolar size increased with age on glucose but not on galactose, reinforcing our conclusion that galactose-aged cells do not become senescent (S5D Fig, top). This observation is surprising since ERC levels in 48 h-aged cells are not different between glucose and galactose; combined with our observation that nucleolar enlargement also occurs in cells lacking ERCs [60], we conclude that ERC accumulation cannot be the cause of nucleolar enlargement. Rpa190-GFP signal intensity also did not correlate to nucleolar area and recapitulated behaviour of the ribosomal protein Rpl13a-mCherry marker (compare S5D Fig, bottom panel to Fig 1B, middle panel). On glucose, Rpa190 intensity increases slightly at 24 h but then decreases to below log phase levels in most cells, presumably because cells divide very slowly after the SEP and have a lower demand for ribosomes, whereas on galactose Rpa190 levels change little with age, reflecting a steady requirement for ribosomes.

In the accompanying manuscript, we describe the close association between accumulation of the ChrXIIr fragment (a region of chromosome XII from the rDNA to the centromere-distal telomere) and entry to senescence marked by high Tom70-GFP fluorescence [26,60]. This association emerged from analysis of gene expression, where ChrXIIr accumulation can be readily detected by an average increase in mRNA abundance for genes across this region with age. 

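ChrXIIr was taken as chromosome XII from 498053 to 1078177, with 328 genes. Its median log2 change was computed in each aged sample over the genes that pass the log phase filter. These were 277 to 288 per sample in the carbon source table, where the legend of Fig 5C names all genes of the region. Fig 5C averages 2 replicates. In E34 and E35 the 48 h values on glucose were 0.45 and 0.41. E30_1 and E30_2, beyond that number for a reason the paper does not give, had 0.45 and 0.51. All 4 samples gave 0.18 ± 0.046 (SD, n = 4) at 24 h and 0.45 ± 0.041 at 48 h, and the 1 sample at 72 h gave 0.56. On fructose the median was 0.078 at 24 h and 0.26 at 48 h (n = 2), and on sucrose 0.049 and 0.28 (n = 1). Glucose was above fructose at 48 h by 0.19 (exact permutation p = 0.0667, the smallest for 4 against 2 samples). The highest 2.5% of random gene lists with matched expression began at 0.0412 on glucose at 48 h, against 0.432 for ChrXIIr genes. Over the genes of the other chromosomes that pass the filter (5281 to 5394 per sample), the medians of the groups in the carbon source table lay between −0.030 and 0.0025.

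**Figure D3:**
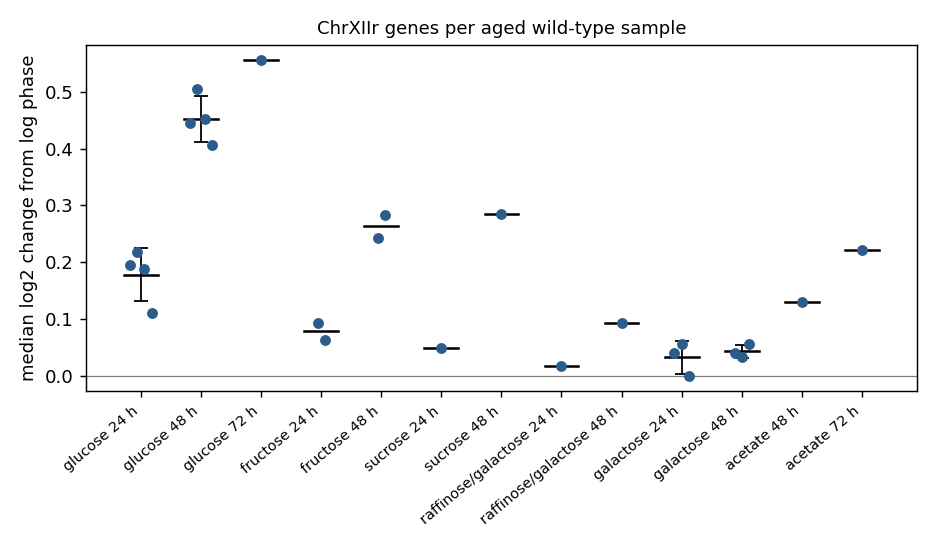
Median log2 change of ChrXIIr genes against log phase in each sample. Points are samples, bars are means, and error bars are SDs where there are at least 3 samples.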

Expression of genes on ChrXIIr increases on average with age in glucose, and (more slowly) fructose and sucrose, while changes in expression of genes in other genomic regions are unbiased (Fig 5C). In contrast, ChrXIIr accumulation was minimal for cells aged on galactose or a raffinose/galactose mixture, while acetate again showed an intermediate phenotype (Fig 5C). These observations reinforce the connection between ChrXIIr accumulation and the SEP and also mark an association between ChrXIIr and gene expression dysregulation. Furthermore, *cox9*Δ *gal80*Δ mutants ageing on galactose accumulate almost the same level of ChrXIIr by 48 h on galactose as wild-type cells ageing on glucose, in keeping with their increased Tom70-GFP and transcriptional dysregulation (Fig 5D).

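In E34 and E35, galactose gave ChrXIIr medians of 0.040 and 0.033 at 48 h. With E56 (0.055), which is beyond the 2 replicates the paper averages without a reason given, the means were 0.032 at 24 h and 0.043 ± 0.011 (SD, n = 3) at 48 h. Glucose was above galactose by 0.15 at 24 h (exact permutation p = 0.0571) and by 0.41 at 48 h (exact p = 0.0286, the smallest possible for 4 against 3), both with BH-adjusted p = 0.111 over 5 contrasts. With the experiment as a block, the 24 h difference was 0.101. The median on raffinose/galactose was 0.017 at 24 h and 0.093 at 48 h, and on acetate 0.13 at 48 h and 0.22 at 72 h, with 1 sample at each age. With the 48 h galactose samples averaged, the median was 0.056 and lies at the 99.0 percentile of random lists of matched expression. Sample by sample the percentiles were 98.34 in E34, 92.78 in E35 and 99.58 in E56, so E35 is within the range of random lists. The median of raffinose/galactose lies at 99.96. Taking the mean change in place of the median moved the 48 h galactose value most, to 0.14, and no filter on low values gave 0.12. From these groups the paper draws a connection of ChrXIIr accumulation with the SEP and with dysregulated expression.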

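In *cox9*Δ *gal80*Δ on galactose the ChrXIIr median was 0.076 at 24 h and 0.45 at 48 h, with samples of 0.26 and 0.64 at 48 h (n = 2). The mutant was above wild type on galactose by 0.41 without overlap (exact permutation p = 0.1, the smallest for 2 against 3; BH-adjusted p = 0.125). Against wild type on glucose the difference was 0.0015 (exact p = 1), and it was −0.188 when the higher of the 2 mutant samples was left out.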

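In PGPD-HAP4 cells at 48 h, the median change of ChrXIIr genes against log phase was 0.022 in the high WGA fraction, 0.63 in medium (0.90 in E36 and 0.36 in E66) and 2.67 in low WGA (2.83 and 2.504). Low minus high WGA was 2.65, with no overlap of 2 and 2 samples (exact permutation p = 0.333, the smallest possible). The high WGA median lies at the 41st percentile of random lists with matched expression.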

Importantly, the low and high WGA fractions of 48 h-aged cells overexpressing Hap4 were differentiated by a massive increase and no change in expression of ChrXIIr genes respectively, meaning that even within a population, the presence of ChrXIIr is heterogeneous and specific to the subpopulation of cells that have passed the SEP (Fig 5E). In contrast, IGS transcript levels indicative of ERC abundance were not substantially different between WGA fractions, and non-chromosome XII regions were largely unaffected (Figs 5E and S5E). Furthermore, the same division in expression change of ChrXIIr genes was observed between high and low WGA wild-type cell fractions (Fig 5E), meaning that this effect is not caused by overexpression of Hap4 or downstream targets. 

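Genes of the other chromosomes had medians of −0.075 in low, −0.042 in medium and 0.029 in high WGA of PGPD-HAP4 cells, and of −0.016 and 0.016 in low and high WGA of wild type. Transcripts of the rDNA spacers are not analysed here.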

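In wild type, with 1 sample per fraction and no replicate check, the ChrXIIr median was 0.085 in high WGA and 1.68 in low WGA. The high WGA value, though small, lies at the 99.33 percentile of random lists with matched expression, whose highest 2.5% began at 0.0673. From the same split in wild type, the paper concludes that Hap4 overexpression does not cause it.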

We note that expression of genes from the start of Chromosome XII up to the rDNA (ChrXII left) increases marginally with age in glucose though the change is unconvincing (Fig 5D, right), but genes in this region are more highly expressed in the low WGA fraction though still much less than ChrXIIr genes (Fig 5E, right). 

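ChrXII left holds 230 genes between positions 1 and 451785. Over those that pass the log phase filter, the median change at 48 h was 0.13 ± 0.031 (SD, n = 4) on glucose and 0.020 ± 0.066 (n = 3) on galactose. The difference was 0.11 (exact permutation p = 0.0286, the smallest possible, and the only contrast of this region in unsorted cells). It did not hold under each alternative: the difference was 0.024 after quantile normalisation, 0.096 over expression-matched genes and 0.088 without the galactose log phase sample of E35, each with an exact p above 0.05. In PGPD-HAP4 fractions the median was −0.034 in high, 0.20 in medium and 1.50 in low WGA (1.54 and 1.46), so low exceeded high by 1.53 (exact p = 0.333, the smallest possible). In wild type it was 0.034 in high and 0.63 in low WGA.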

We interpret this to mean that the same incomplete replication events at mitosis predicted to underlie ChrXIIr formation could also result in complete retention of both Chromosome XII chromatids in the mother cell [60].

These results show that unlike ERCs, accumulation of ChrXIIr is tightly associated with the SEP across a wide range of conditions and mutants, and that dysregulation of gene expression accompanies ChrXIIr accumulation and the SEP.

### Early life events define ageing trajectory on glucose and galactose

Li and colleagues demonstrated that the decision between ageing trajectory for cells in glucose is made early in life [35], and we asked if this principal applies to the time at which diet affects ageing trajectory. We therefore performed media shift experiments, with cells aged for 24 h in glucose or galactose (at which point viability is still >80%, Fig 1D), then harvested and resuspended either in media containing the same or the reciprocal sugar (Fig 6A).

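The media shift used 24 wild-type samples, 3 in each of 8 groups, from experiments E53, E53_2 and E53_3. The groups are glucose and galactose at log phase and at 24 h, and the 4 combinations of first and second medium at 48 h. The labels of the samples with a second medium give log phase as their age, and 48 h was taken from the paper. The samples held between 4542794 and 16704695 counted reads (median 9000459). The glucose→glucose and glucose→galactose samples of E53_3 were sequenced in a lane of their own among these samples, and all others shared another lane. Aged samples were compared with the log phase of their first medium in the same experiment. A permutation test of 3 against 3 samples has a smallest 2-sided p of 0.1.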

**Fig 6:**
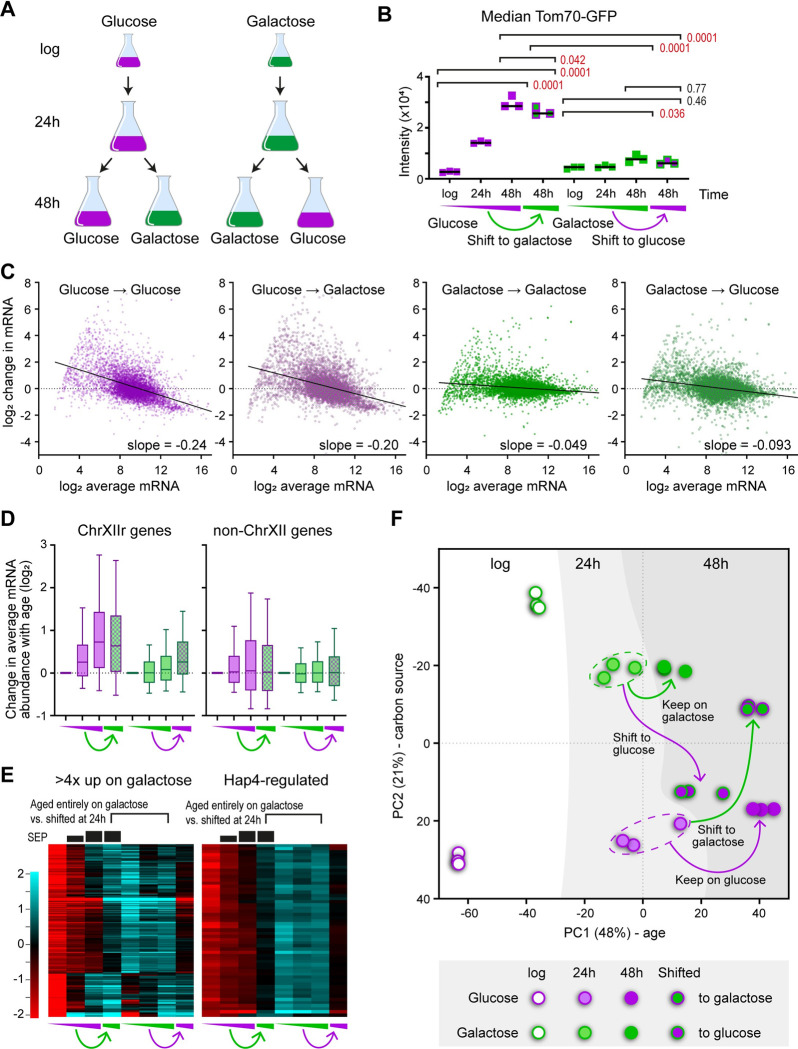
Media shifts determine the plasticity of ageing phenotypes. (A) Schematic of experimental set up. Cells are harvested at 24 h then transferred to either the same or the reciprocal media. (B) Median Tom70-GFP intensities for all populations, analysed as in Fig 1C; *p* values from one-way ANOVA with post hoc Tukey test, *n* = 3. (C) MA plots for all four 48 h-aged fractions compared to the relevant log phase controls, performed as in Fig 2A, average of 3 biological replicates. (D) Change in expression with age for genes on ChrXIIr and control set as Fig 5C, average of 3 biological replicates. (E) Hierarchical clustering across all samples of genes either induced >4x on galactose relative to glucose at log phase (left) or of the Hap4-regulated gene set from Fig 4D (right). The extent of SEP entry is indicated diagrammatically above the plots based on Tom70-GFP intensities from B. Average of 3 biological replicates. (F) PCA plot showing changes in mRNA expression pattern, as Fig 2C. The data underlying this figure can be found in S2 File. PCA, principal component analysis; SEP, senescence entry point.

The SEP, as marked by Tom70 intensity, was dependent on early life diet (Figs 6B and S6A): If the first 24 h were spent on glucose, the Tom70-GFP signal observed at 48 h was very high and ageing on galactose for the second 24 h had a significant but not substantial effect; in contrast, if the first 24 h were spent on galactose, ageing on glucose for the second 24 h did not cause an increase in Tom70-GFP signal. Unsurprisingly given the previous results, gene expression dysregulation was strong in populations that spent the first 24 h on glucose and much lower for those that spent the first 24 h in galactose, irrespective of diet for the second 24 h (Fig 6C). 

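At 24 h the slope was −0.108 ± 0.0292 (SD, n = 3) on glucose and −0.000634 on galactose (exact permutation p = 0.1, the smallest possible, BH-adjusted p = 0.133 over 4 contrasts). At 48 h it was −0.230 ± 0.0176 in glucose→glucose, −0.187 ± 0.0238 in glucose→galactose, −0.0367 ± 0.0171 in galactose→galactose and −0.0829 ± 0.0344 in galactose→glucose. The 6 samples with glucose first were below the 6 with galactose first by 0.149, without overlap (exact permutation p = 0.00216, the smallest possible, BH-adjusted p = 0.00866). That test takes samples as independent, while 2 in each arm share an experiment. Within the 3 experiments the difference was between −0.159 and −0.140 (exact sign-flip p = 0.25, the smallest for 3 pairs). Within glucose first, the second medium moved the slope by 0.0425 (exact p = 0.2), and by 0.0334 to 0.0471 within the 3 experiments (exact sign-flip p = 0.25, the smallest for 3 pairs). Within galactose first, a second 24 h on glucose lowered it by 0.0462 without overlap of the samples (exact p = 0.1, the smallest possible). The reference matters here too: against the log phase of the second medium these differences were 0.104 and −0.107, both without overlap (exact p = 0.1 each). On that reference the mean slope of galactose→glucose was steeper than that of glucose→galactose. The contrast by first medium takes a different log phase in each arm, so it does not separate first diet from reference. Without the 2 samples of the other lane the difference by first medium was −0.147 (exact p = 0.00476). Quantile normalisation turned it to 0.0212, which follows from its construction.

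**Figure D4:**
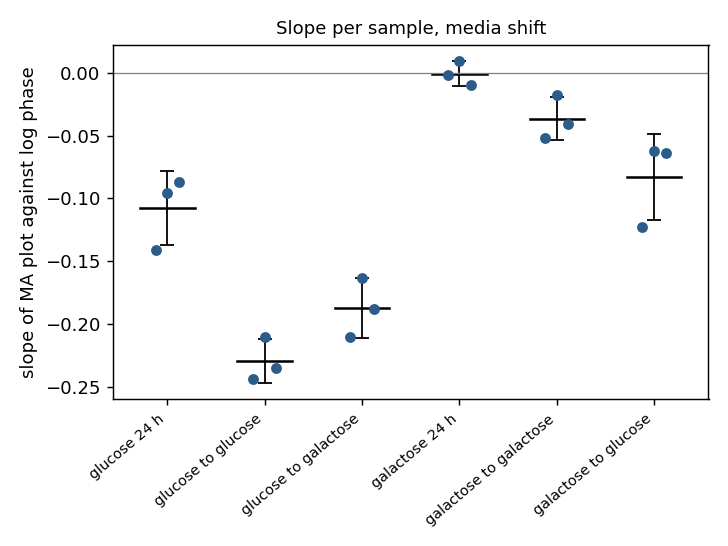
Slope of log2 change against mean abundance for each media shift sample. Points are samples, bars are means and error bars are SDs.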

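By limma with BH adjustment on quantile-normalised values, 3917 of 5840 genes changed between glucose log phase and glucose→glucose at 48 h (1581 higher, 2336 lower). HSP12 rose by 7.67, HSP26 by 6.83 and PIR3 by 6.74, and PHO12 changed by −4.80, UBC9 by −4.13 and PHO11 by −4.08. As UBC9 lies between loxP sites in these strains, its fall cannot be separated from the strain design. Between galactose log phase and galactose→galactose, 2337 of 5877 genes changed (1071 higher), led by PIR3 (5.42), YLR042C (4.81) and HXT4 (YHR092C, chromosome VIII from 287081 to 288811) (4.77), with RGI2 (−3.97), PHO89 (YBR296C, chromosome II from 796798 to 798522) (−3.38) and PHO12 (−3.36) falling. The changes of the 3917 genes were regressed on their changes in glucose→glucose. The coefficient was 1.00 ± 0.0266 (SD, n = 3) in glucose→galactose, with 96.9% in the same direction. It was 0.358 ± 0.0159 (71.9%) in galactose→galactose and 0.406 ± 0.0593 (70.7%) in galactose→glucose. Glucose→galactose exceeded the 6 galactose-first samples by 0.619 (exact permutation p = 0.0119, the smallest for 3 against 6). That test takes samples as independent, while they come from 3 shared experiments. Galactose→glucose minus galactose→galactose was 0.0476 (exact p = 0.2). Glucose→galactose and glucose→glucose share log phase samples. Simulated unchanged genes with that sharing had a mean coefficient of 0.00733 (highest 0.0181 of 1000 draws). The reference matters: against the log phase of the second medium, the coefficients were 0.597 in glucose→galactose and 0.812 in galactose→glucose, and the difference by first medium was 0.0122 (exact p = 0.929). Galactose→glucose minus galactose→galactose was then 0.454 (exact p = 0.1, the smallest possible). With the same galactose log phase for all, glucose→galactose exceeded galactose→galactose by 0.239 and galactose→glucose by 0.192, and with glucose log phase by 0.229 and 0.189, all without overlap (exact p = 0.1 each, the smallest possible). This comparison was chosen after the data were seen. With the 3019 genes called on glucose in E30, E34 and E35, a list chosen after the data were seen, the coefficients were 1.03, 0.369 and 0.383.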

Genes significantly differentially expressed during ageing in glucose behaved similarly following transfer to galactose at 24 h, while these genes move in the same direction but to a much lesser extent if the first 24 h of ageing is performed in galactose (S6B Fig). Furthermore, ChrXIIr accumulation was detected only if the first 24 h were spent in glucose (Fig 6D), whereas rDNA ncRNA expression was similar between all 48 h-aged samples, though lower at 24 h in galactose than in glucose (S6C Fig).

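At 24 h the ChrXIIr median was 0.20 on glucose and −0.0015 on galactose. At 48 h it was 0.65 ± 0.077 (SD, n = 3) in glucose→glucose, 0.55 ± 0.051 in glucose→galactose, 0.074 ± 0.0087 in galactose→galactose and 0.26 ± 0.099 in galactose→glucose. The glucose-first samples exceeded the galactose-first samples by 0.43, without overlap (exact permutation p = 0.00216, the smallest for 6 against 6, BH-adjusted p = 0.00866 over 4 contrasts), and by 0.427 to 0.445 within the 3 experiments (exact sign-flip p = 0.25). Galactose→glucose (0.37, 0.18 and 0.22) lay above galactose→galactose in all 3 samples, by a mean of 0.18 (exact p = 0.1, the smallest possible). Within the 3 experiments the difference was between 0.107 and 0.283 (exact sign-flip p = 0.25). Glucose→galactose minus glucose→glucose was −0.099 (exact p = 0.2), and between −0.124 and −0.0624 within the 3 experiments (exact sign-flip p = 0.25, the smallest for 3 pairs). The highest 2.5% of random lists with matched expression began at 0.0426 in galactose→glucose, against 0.262 for ChrXIIr genes. The galactose→galactose median lies at the 99.98 percentile of such lists. Without the 2 samples of the other lane the difference by first medium was 0.447. Spacer transcripts of the rDNA are not analysed here.

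**Figure D5:**
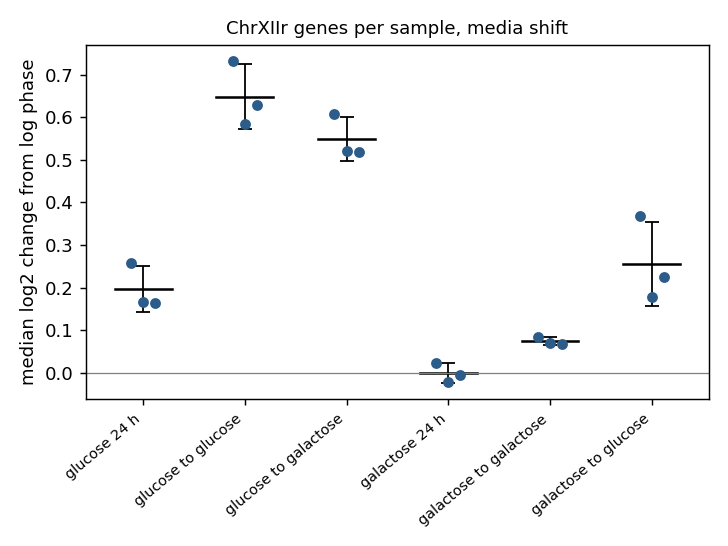
Median log2 change of ChrXIIr genes in each media shift sample. Points are samples, bars are means and error bars are SDs.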

It has been reported that ageing cells lose the capacity to properly induce genes, which could explain the importance of the first 24 h [73]. However, the set of genes that are expressed >4-fold higher in galactose than glucose at log, and are presumably critical for metabolic state, are mostly induced to the same level at 48 h irrespective of whether the first 24 h of ageing were spent on glucose or galactose (Fig 6E, left). 

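In all, 219 genes were at least 4-fold higher on galactose than on glucose at log phase, and 202 of the 203 genes on the paper's list are among them. Over glucose log phase of the same experiment, their median was 2.79 ± 0.058 (SD, n = 3) in glucose→galactose and 2.78 ± 0.13 in galactose→galactose. The difference was 0.0097 (exact permutation p = 0.9). The same genes were at 2.14 in glucose→glucose and 1.97 in galactose→glucose, both on glucose at harvest. Much of their rise over glucose log phase thus occurred without galactose at harvest, so the match alone does not measure induction by galactose. Of the 219, 205 (93.6%) were within 2-fold between glucose→galactose and galactose→galactose. In glucose→galactose 4 were at least 2-fold lower and 10 at least 2-fold higher. The 4, named after their values were seen, are HXT7 (YDR342C, chromosome IV from 1154216 to 1155928) (−1.04), HXT6 (YDR343C, chromosome IV from 1159608 to 1161320) (−1.13), CYC1 (YJR048W, chromosome X from 526335 to 526664) (−1.17) and OPT2 (YPR194C, chromosome XVI from 924304 to 926937) (−1.08), and reads of HXT6 and HXT7 may divide between near-identical copies. Limma with BH adjustment called 71 of them lower and 38 higher. Over all genes, 1584 of 6034 differed between glucose→galactose and galactose→galactose (769 higher, 815 lower), 775 without the filter on low values and 2275 with a block for the experiment. FIT3 (YOR383C, chromosome XV from 1060441 to 1061055) was higher by 3.00 (limma adjusted p = 1.17e-06), YLR374C (chromosome XII from 871453 to 871842) by 2.75 and YLR012C by 2.74. YMR230W-A (chromosome XIII from 733268 to 733456) was lower by 1.56, YHB1 (YGR234W, chromosome VII from 959904 to 961103) by 1.54 and YDL023C (chromosome IV from 411761 to 412081) by 1.51. Quantile normalisation moved the difference of the galactose genes most, to −0.158 (exact p = 0.1).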

We see no difference in steady-state levels of the core galactose regulon of *GAL1*, *GAL10*, *GAL7*, *GAL2* after media shift at 24 h (S6D Fig), though induction may of course be slower, but Hap4 target gene expression was lower in cells shifted from glucose to galactose at 24 h compared to cells that were aged entirely on galactose (Fig 6E, right). Nonetheless, Hap4 target gene expression is not the defining factor for senescence as expression of these genes is if anything slightly higher in glucose-to-galactose shifted cells that exhibit high Tom70-GFP, compared to galactose-to-glucose shifted cells that exhibit low Tom70-GFP (Fig 6E, right).

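In log2, GAL1 was at 15.87 in glucose→galactose and 16.38 in galactose→galactose, GAL7 at 14.52 and 14.96, GAL10 at 15.92 and 16.16, and GAL2 at 15.07 and 15.16. The differences were −0.51, −0.44 and −0.23 for GAL1, GAL7 and GAL10, without overlap of 3 and 3 samples (exact permutation p = 0.1, the smallest possible, BH-adjusted p = 0.133 over 4). GAL2 differed by −0.095 (exact p = 0.3). After quantile normalisation of all 24 samples together, the differences of GAL10 and GAL2 were 0.375 and 0.317. Limma used values normalised over the 6 compared samples alone and gave GAL1 −0.22 (adjusted p = 0.0885), GAL7 −0.081 (0.18), GAL10 0.16 (0.0168) and GAL2 0.21 (0.00776). The 68 Hap4-regulated genes had a median of 1.63 ± 0.11 (SD, n = 3) over glucose log phase in glucose→galactose and 2.18 ± 0.076 in galactose→galactose, a difference of −0.55 (exact p = 0.1, the smallest possible, BH-adjusted p = 0.125 over 5). Limma called 47 of the 68 lower in glucose→galactose and 2 higher, which were named after their values were seen: YGR038C-B (chromosome VII from 562199 to 567467) (2.26) and UPS2 (YLR168C, chromosome XII from 499578 to 500270) (0.59).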

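Over glucose log phase, the Hap4-regulated set was at 1.33 ± 0.036 (SD, n = 3) in galactose→glucose. Glucose→galactose was above it in all 3 samples, by a mean of 0.30 (exact permutation p = 0.1, the smallest possible, BH-adjusted p = 0.125). In glucose→glucose the median was 0.90, below glucose→galactose by 0.73 (exact p = 0.1), and at galactose log phase it was 2.23.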

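Over the 24 media shift samples, PC1 of the deposited log2 values explained 46.3% of the variance and PC2 21.6%. Scaling each gene to unit variance gave 38.2% for PC1.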

Globally, a PCA of the transcriptome data divides the influence of diet in the first and second 24 h (Fig 6F). Distance travelled on PC1 is defined by the first 24 h with cells that start on galactose travelling a shorter distance than those which start on glucose irrespective of diet for the second 24 h, so the glucose→glucose and glucose→galactose samples are coincident on PC1, as are the galactose→galactose and galactose→glucose samples. However, PC2 is divided based on diet at point of harvesting, so the glucose log and 24 h are coincident on PC2 with the glucose→glucose and galactose→glucose samples, i.e., it is the diet for the second 24 h that affects PC2. This separation also occurs for samples on galactose at point of harvest; these are all clearly segregated from glucose on PC2 although spread over a larger range of PC2 values. Therefore, highly aged cells largely maintain responsiveness of gene expression to dietary change late in life, but gene expression dysregulation is defined by diet early in life.

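On PC1, glucose→glucose had a mean of 41.4, glucose→galactose 36.9, galactose→galactose 8.84 and galactose→glucose 18.2. From log phase, the mean went from −61.6 through −0.461 at 24 h on glucose, and from −34.6 through −8.62 on galactose. The 6 glucose-first samples had a mean of 39.1 and the 6 galactose-first samples 13.5, without overlap (exact permutation p = 0.00216, the smallest possible, BH-adjusted p = 0.00866 over 8 contrasts), and differed by 22.1 to 29.5 within the 3 experiments (exact sign-flip p = 0.25). By second medium the means were 29.8 and 22.9 (exact p = 0.405), in a test that pools both first media. Within first media, glucose→galactose minus glucose→glucose was −4.47, and galactose→glucose minus galactose→galactose was 9.33 (exact p = 0.2 each). Within experiments, these differences ranged from −6.10 to −3.28 and from 6.17 to 13.3, with the same sign in all 3 (exact sign-flip p = 0.25 each, the smallest for 3 pairs).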

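On PC2, glucose at log phase lay at 29.8, glucose at 24 h at 24.1, glucose→glucose at 17.3 and galactose→glucose at 12.7. Samples with glucose as the second medium had a mean of 15.0 and those with galactose −14.2, without overlap (exact permutation p = 0.00216, the smallest for 6 against 6, BH-adjusted p = 0.00866), and a difference of 28.7 to 29.9 within the 3 experiments (exact sign-flip p = 0.25). By first medium the PC2 means were 4.06 and −3.29 (exact p = 0.491). That test pools both second media, so it cannot weigh the first medium within a second medium. Galactose→glucose was 4.63 below glucose→glucose, without overlap (exact p = 0.1, the smallest possible, BH-adjusted p = 0.2). By limma with BH adjustment, 271 of 6103 genes differed between galactose→glucose and glucose→glucose (105 higher, 166 lower). That count was 0 without the filter on low values, where 2213 genes had an unadjusted p under 0.05, and 883 with a block for the experiment. It was 21 without galactose→glucose of E53_2 and 476 without galactose→glucose of E53. YDL023C was higher by 1.88, FMP48 (YGR052W, chromosome VII from 593596 to 594705) by 1.75 and YDR222W (chromosome IV from 910054 to 911301) by 1.68, and FIT3 was lower by 2.22, YMR050C (chromosome XIII from 373057 to 378325) by 2.05 and FRE5 (YOR384W, chromosome XV from 1061564 to 1063648) by 1.76.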

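Galactose samples had PC2 means of −36.5 at log phase, −19.0 at 24 h, −19.2 in galactose→galactose and −9.15 in glucose→galactose. Glucose→galactose was 10.1 above galactose→galactose, without overlap (exact permutation p = 0.1, the smallest possible, BH-adjusted p = 0.2). From the 2 components the paper concludes that aged cells still respond to diet while early diet defines the dysregulation.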

Overall, our study shows that diet in early life controls the appearance of age-linked phenotypic changes, even without dietary restriction. This arises through respiration suppressing onset of the SEP, with successful induction of respiration redirecting cells into a pathway that minimises key hallmarks of ageing even on glucose.

## Discussion

The ability to redirect cells from an unhealthy to a healthy ageing trajectory is the primary aim of research into healthy ageing. Here, we demonstrate that substitution of galactose for glucose suppresses cell-intrinsic processes that lead to a spectrum of seemingly pathological changes during yeast replicative ageing. This does not extend lifespan, showing that the mechanisms which limit lifespan are separable from those that cause senescence.

### Diet-induced transitions between ageing trajectories

It is often assumed that ageing pathology and eventual death are the result of a progressive accumulation of unavoidable damage. However, in yeast we find that senescence is not obligatory and that the extent of replicative lifespan is not dependent on damage accumulation, at least not any form of damage that we have assayed. Instead, our findings are consistent with models in which ageing can follow different trajectories, only some of which are associated with pathology. Other trajectories do not result in immortality, but the cause of death is not the accumulation of senescence marks and remains unknown. Importantly, such trajectories end with loss of viability without an extended period of senescence and can therefore be considered as healthy ageing.

Ageing trajectory is defined early in life for yeast and is enforced by a mechanism resilient to changes in gene expression and metabolic state, since media shifts at midlife do not curtail the onset of the SEP, gene expression dysregulation, or ChrXIIr accumulation. Extrachromosomal DNA retained in the mother cell such as ERCs or ChrXIIr offer an insufficient explanation: ERCs do not correlate to any of these phenotypes, and ChrXIIr continues to accumulate after the media shift so is likely a consequence rather than a cause of the trajectory. We doubt that any epigenetic mark at the rDNA or elsewhere would be sufficiently stable or asymmetrically segregated to maintain this trajectory. Loss of vacuolar acidity has been proposed to drive ageing in yeast and could force cells permanently into the pathological trajectory, as the vacuole regulates iron availability and a lack of iron causes numerous cellular defects [15,17,41,74]. Iron availability is low in the short-lived trajectory, iron importer subunits are up-regulated both in single cell RNA-seq of slow dividing ageing cells and in our RNA-seq analysis of low WGA cells, and we observe that overexpression of the iron-dependent Hap4 transcription factor cannot maintain expression of target genes in cells on the pathological ageing trajectory [35,36]. These observations show that iron deficiency is a feature of the short-lived, high SEP trajectory, but the reason why respiration is so effective in removing cells from this trajectory, and the reason why only a fraction of wild-type cells on glucose follow this trajectory, remains unclear.

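Of 13 iron importer genes, 12 were higher in low than in high WGA of PGPD-HAP4 cells, 11 of these without overlap of 2 and 2 samples, where chance gives 33%. By limma with BH adjustment over 5813 genes, 10 of the 13 were higher at an adjusted p under 0.01, and 11 when adjusted over the list alone. FIT3 was higher by 5.62 (standard error 0.22, limma adjusted p = 4.6e-06), FIT1 (YDR534C, chromosome IV from 1503314 to 1504900) by 3.67, FIT2 (YOR382W, chromosome XV from 1059531 to 1059992) by 3.54, FRE1 (YLR214W, chromosome XII from 568567 to 570627) by 3.36 and ARN2 (YHL047C, chromosome VIII from 8351 to 10213) by 3.17. FRE1 lies in ChrXIIr, whose genes rose by a median of 2.65 between the same fractions, so its rise is not separate from that of the region. FTR1 (YER145C, chromosome V from 460526 to 461740) was lower by 0.55 (limma adjusted p = 0.0839) and FET3 (YMR058W, chromosome XIII from 388822 to 390732) higher by 0.22 (adjusted p = 0.47). The list takes importer in a wide sense, with FIT and FRE genes included. Apart from those, ARN1, ARN2, SIT1 and ENB1 passed the threshold, and FET4, higher by 0.98, did not (limma adjusted p = 0.0113). The median difference of the list was 1.80, against 0.039 for all tested genes and 0.735 as the highest 2.5% of random lists with matched expression. It was between 1.51 and 2.24 when 1 sample was left out. In wild type, with 1 sample per fraction, all 13 genes were higher in low WGA, by a median of 1.67.

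**Figure D6:**
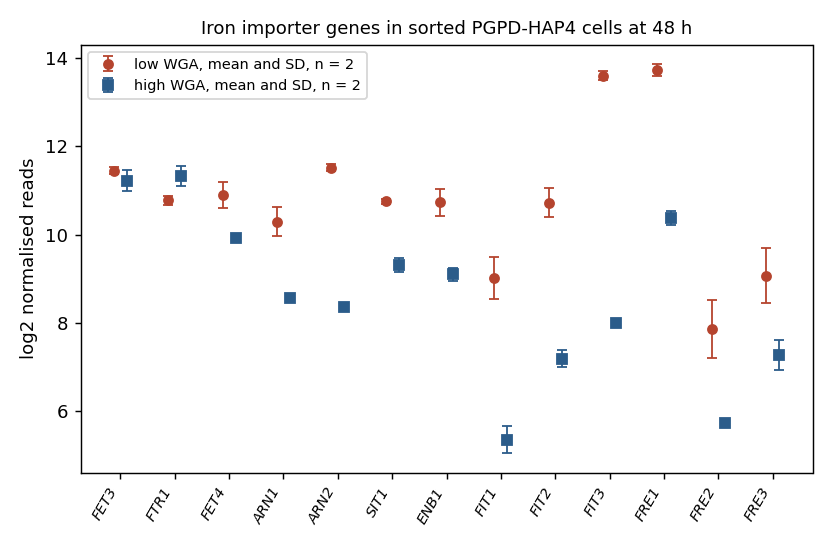
Log2 values of the iron importer genes in the low and high WGA fractions. Points are means of 2 samples with SDs.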

Longer lifespan and improved health span are broadly associated with reduced biosynthetic activity (i.e., slower growth), including mutants affecting TOR signalling, PKA signalling, ribosome synthesis, and growth under dietary restriction [44,45,75]. Although mother cells divide at similar rates on glucose and galactose, population growth is slower in galactose implying that the daughter cells begin life with less biomass resulting in an extended growth period before the first cell cycle. For the mother cell, this would mean less biosynthesis per generation, and the observed improvement in health span is therefore consistent with the idea that reduced biosynthetic activity is beneficial for ageing fitness. Our media shift experiment shows that early life defines ageing trajectory, and we speculate that it may be this difference in growth of newborn daughters prior to the first cell division that defines the ageing trajectory followed for the rest of life.

Unfortunately, even in yeast the relationship between diet and ageing is metastable; results that are highly reproducible within an experimental system are not necessarily reproduced in others. For example, 2%→0.5% caloric restriction robustly extends lifespan in microdissection experiments but does not extend lifespan in microfluidic studies [50,76,77], and similarly, galactose improves ageing cell fitness when assayed by microdissection but not by microfluidics (Aspert and Charvin, personal communication) [51]. From this viewpoint, it is very helpful that the data for ageing trajectories encompasses microfluidics, microdissection and now batch culture experiments performed on different derivatives of a standard genetic background (S288C) by different groups, and is therefore robust across experimental systems. This suggests that different ageing trajectories are an intrinsic part of the yeast ageing process with environmental and genetic manipulations biasing the process towards different trajectories, and therefore, even if the effects of specific environmental changes are not reproducible across all experimental systems, the underlying biology is likely to be consistent.

Although gene expression dysregulation has been widely reported to occur as yeast ages, our findings clearly associate gene expression dysregulation primarily with the SEP. Many of the gene expression changes that occur with age resemble induction of the environmental stress response, an active gene expression remodelling in response to stress or slow growth [32,78], and in retrospect it is not too surprising that the SEP is associated with an ESR-like gene expression signature. We suspect that whatever causes terminal arrest of cells on galactose happens quickly and the cells do not have time to adjust gene expression for the new growth rate, whereas in glucose, the majority of cells have an extended period of slow growth prior to complete arrest, during which the environmental stress response is induced.

In trying to understand ageing trajectories, it is worthwhile considering potential cause and effect relationships between the ageing phenotypes we have examined, both here and in [60]. Formation of intense Tom70-GFP foci in G1 cells post SEP is very tightly associated with ChrXIIr across all our datasets, but given that ChrXIIr will persist throughout the cell cycle, it seems most likely that ChrXIIr formation is a proximal cause of the Tom70-GFP phenotype not vice versa. This idea fits very well with the observation of Neurohr and colleagues that the transfer of extrachromosomal DNA to daughter cells transmits the senescent phenotype [73]. In contrast, gene expression dysregulation is unaffected by reduced ChrXIIr accumulation in *spt3*Δ and remains low in *rad52*Δ despite abundant ChrXIIr and early SEP onset [60]. This means that gene expression dysregulation lies either upstream or occurs independently of the SEP, but the tight segregation in gene expression dysregulation within populations between SEP and non-SEP cells strongly suggests that gene expression dysregulation is an early mechanistic driver of the SEP. Under such a model, mutations such as *spt3*Δ and *rad52*Δ simply modulate the rapidity with which underlying ageing phenotypes, of which gene expression dysregulation may only be one, manifest in senescence phenotypes.

### The importance of respiration in healthy ageing

The benefits of dietary restriction have been attributed to respiration [46–49], and we find that the health benefits of a galactose diet similarly require an active electron transport chain. Respiration is obligatory in higher eukaryotes, but declining expression of mitochondrial protein genes is the most robust feature of ageing transcriptomes across higher eukaryotes and one that is rapidly reversed under dietary restriction (reviewed in [79]). This is somewhat counterintuitive, as increased respiration should increase levels of damaging reactive oxygen species (ROS), but low levels of ROS may actually be protective through the induction of hormesis (reviewed in [80]).

Although enhanced respiration remains disputed as the mechanism of action for dietary restriction in yeast [81], forced respiration during growth on glucose extends lifespan and promotes more cells to a healthy ageing trajectory [35,46,82]. Our findings reinforce these observations and show that cells pushed into this trajectory by overexpression of Hap4 maintain a youthful gene expression state to very advanced age. Loss of iron-dependent Hap4 activity, which likely results from the loss of iron homeostasis in a fraction of cells during ageing on glucose [35,36,41,83], is observed in Hap4 overexpressing cells that follow the healthy ageing trajectory. However, Hap4 target genes, which include many critical respiration proteins, were not differentially expressed between cells that have shifted carbon source at 24 h despite a dramatically different ageing trajectory. This means that expression of Hap4 target genes is either sufficient but not necessary for cells to enter the long-lived, healthy ageing trajectory, or that Hap4 target gene expression is only necessary early in life.

Across this study and the accompanying manuscript, the molecular change most strongly associated with the SEP is ChrXIIr fragment accumulation. In [60], we propose that ChrXIIr forms as a result of replication fork stalling in the rDNA, which would be promoted in the absence of Sir2. The activity of the histone deacetylase Sir2 is promoted by respiration, though the underlying mechanism of this promotion remains unresolved [46,47,49,84], so it is reasonable to relate rDNA recombination events that form ChrXIIr to a lack of respiration. It should be noted that others have attributed the effect of caloric restriction on lifespan to reduced activity of mTOR rather than respiration [81], but this could have a similar outcome as mTOR signalling promotes rDNA recombination through Sir2 and the homologous histone deacetylases Hst3 and Hst4 [85–87]. Therefore, multiple pathways affected by diet coincide on the rDNA locus, all of which could alter the production of the ChrXIIr fragment that is so tightly linked to the SEP.

Overall, our study shows that a transition to a constitutively healthy ageing trajectory is possible, at least in yeast. Of course, substituting galactose as the primary caloric input is neither achievable nor useful in humans, but our findings suggest that dietary change without restriction can offer paths to ageing health benefits currently only observed under dietary restriction.

## Materials and methods

Detailed and updated protocols are available at https://www.babraham.ac.uk/our-research/epigenetics/jon-houseley/protocols.

### Yeast culture and labelling

Yeast strains were constructed by standard methods and are listed in S1 Table, oligonucleotide sequences are given in S2 Table. Plasmid templates were pFA6a-GFP-KanMX4, pYM-N14, pAW8-mCherry, pFA6a-HIS3, and pFA6a-URA3 [88–91]. All cells were grown in YPx media (2% peptone, 1% yeast extract, 2% sugar) at 30°C with shaking at 200 rpm. Media components were purchased from Formedium and media was sterilised by filtration. MEP experiments were performed as described with modifications [24]: Cells were inoculated in 4 ml YPx (where x is the sugar) and grown for 6 to 8 h then diluted in 25 ml YPx and grown for 16 to 18 h to 0.2 to 0.6 × 10^7^ cells/ml in 50 ml Erlenmeyer flasks, and 0.125 × 10^7^ cells per aged culture were harvested by centrifugation (15 s at 13,000 g), washed twice with 125 μl PBS, and resuspended in 125 μl of PBS containing approximately 3 mg/ml Biotin-NHS (Pierce 10538723). Cells were incubated for 30 min on a wheel at room temperature, washed once with 125 μl PBS, and resuspended in 125 μl YPx then inoculated in 125 ml YPx at 1 × 10^4^ cells/ml in a 250 ml Erlenmeyer flask (FisherBrand FB33132) sealed with Parafilm. Approximately 1 μm β-estradiol (from stock of 1 mM Sigma E2758 in ethanol) was added after 2 h (glucose, fructose), 3 h (galactose, sucrose), or 4 h (potassium acetate). An additional 0.125 × 10^7^ cells were harvested from the log phase culture while biotin labelling reactions were incubating at room temperature. Cells were harvested by centrifugation for 1 min, 4,600 rpm, immediately fixed by resuspension in 70% ethanol and stored at −80°C. To minimise fluorophore bleaching in culture, the window of the incubator was covered with aluminium foil, lights on the laminar flow hood were not used during labelling, and tubes were covered with aluminium foil during biotin incubation. Lifespan assays and competition assays in the MEP background were performed as previously described [24,51].

### Cell purification

Percoll gradients (1 to 2 per sample depending on harvest density) were formed by vortexing 1 ml Percoll (Sigma P1644) with 110 μl 10× PBS in 2 ml tubes and centrifuging 15 min at 15,000 g, 4°C. Ethanol fixed cells were defrosted and washed once with 1 volume of cold PBSE (PBS + 2 mM EDTA) before resuspension in approximately 100 μl cold PBSE per gradient and layering on top of the pre-formed gradients. Gradients were centrifuged for 4 min at 2,000 g, 4°C, then the upper phase and brown layer of cell debris removed and discarded, and 1 ml PBSE was added, mixed by inversion and centrifuged 1 min at 2,000 g, 4°C to pellet the cells, which were then resuspended in 1 ml PBSE per time point (re-uniting samples where split across 2 gradients). Approximately 25 μl Streptavidin microbeads (Miltenyi Biotech 1010007) were added and cells incubated for 5 min on a wheel at room temperature. Meanwhile, 1 LS column per sample (Miltenyi Biotech 1050236) was loaded on a QuadroMACS magnet and equilibrated with cold PBSE in 4°C room. Cells were loaded on columns and allowed to flow through under gravity, washed with 1 ml cold PBSE, and eluted with 1 ml PBSE using plunger. Cells were re-loaded on the same columns after re-equilibration with approximately 500 μl PBSE, washed and re-eluted, and this process repeated for a total of 3 successive purifications. After addition of Triton X-100 to 0.01% to aid pelleting, cells were split into 2 fractions in 1.5 ml tubes, pelleted 30 s at 20,000 g, 4°C, frozen on N2 and stored at −70°C.

For live purification, cells were pelleted, washed twice with synthetic complete 2% glucose media, then resuspended in 2 ml final volume of the same media and incubated for 5 min on a rotating wheel with 10 μl MyOne streptavidin magnetic beads (Thermo), isolated using a magnet and washed 5 times with 1 ml of the same media. For colony formation assays, cells were streaked on a YPD plate and individual cells moved to specific locations using a Singer MSM400 micromanipulator. Colony size was measured 24 h later on the screen of the micromanipulator imaging with a 4× objective.

### RNA extraction

Cells were resuspended in 50 μl Lysis/Binding Buffer (from mirVANA kit, Life Technologies AM1560), and 50 μl 0.5 μm zirconium beads (Thistle Scientific 11079105Z) added. Cells were lysed with 5 cycles of 30 s 6,500 ms^−1^/30 s on ice in an MP Fastprep bead beater or for 3 min at power 12 in a Bullet Blender (Thermo Fisher) in cold room, then 250 μl Lysis/Binding buffer was added followed by 15 μl miRNA Homogenate Additive and cells were briefly vortexed before incubating for 10 min on ice. Approximately 300 μl acid phenol: chloroform was added, vortexed, and centrifuged 5 min at 13,000 g at room temperature before extraction of the upper phase, and 400 μl room temperature ethanol and 2 μl glycogen (Sigma G1767) were added and mixture incubated for 1 h at −30°C before centrifugation for 15 min at 20,000 g, 4°C. The pellet was washed with cold 70% ethanol and resuspended in 10 μl water, and 1 μl RNA was glyoxylated and analysed on a BPTE mini-gel, and RNA was quantified using a PicoGreen RNA kit (Life Technologies R11490) or Qubit RNA HS Assay Kit.

A total of 150 ng RNA was used to prepare libraries using the NEBNext Ultra II Directional mRNAseq kit with poly(A)+ purification module (NEB E7760, E7490) as described with modifications: Reagent volumes for elution from poly(T) beads, reverse transcription, second strand synthesis, tailing and adaptor ligation were reduced by 50%; libraries were amplified for 13 cycles using 2 μl each primer per 50 μl reaction before 2 rounds of AMPure bead purification at 0.9× and elution in 11 μl 0.1× TE prior to quality control using a Bioanalyzer HS DNA ChIP (Agilent) and quantification using a KAPA Library Quantification Kit (Roche).

### DNA extraction and Southern blot analysis

Cell pellets were resuspended in 50 μl 0.34 U/ml lyticase (Sigma L4025) in 1.2 M sorbitol, 50 mM EDTA, 10 mM DTT and incubated at 37°C for 45 min. After centrifugation at 1,000 g for 5 min, cells were gently resuspended in 80 μl of 0.3% SDS, 50 mM EDTA, 250 μg/ml Proteinase K (Roche 3115801) and incubated at 65°C for 30 min. Approximately 32 μl 5 M KOAc was added after cooling to room temperature, samples were mixed by flicking, and then chilled on ice for 30 min. After 10 min centrifugation at 20,000 g, the supernatant was extracted into a new tube using a cut tip, 125 μl phenol:chloroform (pH 8) was added and samples were mixed on a wheel for 30 min. Samples were centrifuged for 5 min at 20,000 g, the upper phase was extracted using cut tips, and precipitated with 250 μl ethanol. Pellets were washed with 70% ethanol, air-dried and left overnight at 4°C to dissolve in 20 μl TE. After gentle mixing, 10 μl of each sample was digested with 20 U *Xho*I (NEB) for 3 to 6 h in 20 μl 1× CutSmart buffer (NEB), 0.2 μl was quantified using PicoGreen DNA (Life Technologies), and equivalent amounts of DNA separated on 25 cm 1% 1× TBE gels overnight at 120 V. Gels were washed in 0.25 N HCl for 15 min, 0.5 N NaOH for 45 min, and twice in 1.5 M NaCl, 0.5 M Tris (pH 7.5) for 20 min before being transferred to 20 × 20 cm HyBond N+ membrane in 6× SSC. Membranes were probed using a ^32^P-labelled random primed probe or a biotin-labelled RNA probe to the NTS1 rDNA intergenic spacer region in 10 ml UltraHyb (Life Technologies) at 42°C and washed with 0.1× SSC 0.1% SDS at 42°C, using standard methods.

### Sequencing and bioinformatics

Libraries were sequenced by the Babraham Institute Sequencing Facility using a NextSeq 500 instrument on 75 bp single end mode. After adapter and quality trimming using Trim Galore (v0.6.6), RNA-seq data was mapped to yeast genome R64-1-1 using HISAT2 v2.1.0 [92] by the Babraham Institute Bioinformatics Facility. Mapped data was imported into SeqMonk v1.47.0 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and quantified for log_2_ total reads mapping to the antisense strand of annotated open reading frames (opposite strand-specific libraries), excluding the mtDNA and the rDNA locus, but with probes included to each strand of the rDNA intergenic spacer regions. Read counts were adjusted by Size Factor normalisation for the full set of quantified probes [93]. Where indicated, a quantile normalisation was additionally applied using the “Match Distribution” function in Seqmonk.

MA plots were generated in GraphPad Prism (v9.2.0) comparing mean and difference for each gene between 2 conditions. Probes with very low numbers of reads post normalisation in the control condition were filtered (cut-offs given in figure legends) as change between datasets cannot be accurately quantified in this case. Slope values were determined from the same filtered datasets using the lm(difference∼mean) function in R. PCA plots, hierarchical clustering plots were calculated within SeqMonk, DESeq2 analysis was performed after Quantile normalisation using the Match Distribution function within SeqMonk. GO analysis of individual clusters performed using GOrilla (http://cbl-gorilla.cs.technion.ac.il/) [94]. Quoted *p* values for GO analysis are FDR-corrected according to the Benjamini and Hochberg method (q-values from the GOrilla output), for brevity only the order of magnitude rather than the full q-value is given [95]. Full GO analyses are provided in S1 File.

All RNA-seq data has been deposited at GEO under accession number GSE207503. Aged RNA-seq data for many mutants not included in this manuscript is also deposited in this accession.

### Flow cytometry

Cell pellets were resuspended in 240 μl PBS and 9 μl 10% triton X-100 containing 0.3 μl of 1 mg/ml Streptavidin conjugated with Alexa Fluor 647 (Life Technologies) and 0.6 μl of 1 mg/ml wheat germ agglutinin (WGA) conjugated with CF405S (Biotium). Cells were stained for 10 min at RT on a rotating mixer while covered with aluminium foil, washed once with 300 μl PBS containing 0.01% Triton X-100, resuspended in 30 μl PBS, and immediately subject to flow cytometry analysis. Flow cytometry analysis was conducted using an Amnis ImageStream X Mk II with the following laser power settings: 405 = 25 mW, 488 = 180 mW, 561 = 185 mW, 642 = 5 mW, SSC = 0.3 mW.

Cell populations were gated for single cells based on area and aspect ratio (>0.8) values and in-focus cells were gated based on a gradient RMS value (>50). Further gating of streptavidin positive (AF647) cells was also applied, all in a hierarchical manner and 1,000 events acquired. Before data analysis, compensation was applied according to single-colour controls and a manual compensation matrix creation. Total fluorescence intensity values of different parameters were extracted using the intensity feature of the IDEAS software, with Adaptive Erode modified mask coverage. In the analysis, only positive values of fluorescence were included (i.e., where cells were truly positive for the marker) and median values of populations were determined with Graphpad Prism (v9.2.0). Cell sorting was conducted using a BD Influx system. Cell populations were gated for single cells based on forward and side scatter parameters and aged cells based on streptavidin stain. Distinct populations were sorted based on GFP and WGA-AF405 intensities.

### Statistical analysis

All statistical analysis was performed in GraphPad Prism (v9.2.0).

## Supporting information

S1 Fig Supplement to progression of age-linked phenotypes on different diets. (A) WGA intensities versus manual bud scar counts across ageing on glucose and galactose. (B) Median Vph1-mCherry intensities and areas at different ages on glucose and galactose, as Fig 1C, *n* = 3. (C) Median Tom70-GFP, Rpl13a-mCherry and WGA intensity for populations aged on glucose or fructose, *n* = 4 (log, 24 h), *n* = 3 (48 h), analysed as in Fig 1C. Matching Rpl13a-mCherry and WGA data shown in S1C Fig. (D) Rpl13a-mCherry data for samples in Fig 1G. (E) WGA data for samples in Fig 1G. The data underlying this figure can be found in S2 File.
(TIF) Click here for additional data file.

S2 Fig Supplement to effects of diet on gene expression change during ageing. (A) MA plots for gene expression change between 7.5 h and 48 h ageing for wild-type cells on glucose and galactose. Abundances are size-factor normalised log_2_ transformed read counts from poly(A) selected sequencing libraries, genes with <4 counts at log phase were filtered as changes cannot be accurately quantified for these. Slopes were calculated by linear regression. (B) MA plots for gene expression change between log phase and 48 h ageing for wild-type cells on fructose, sucrose, or a 2% raffinose 0.5% galactose mixture, and equivalent plot for cells aged for 72 h on 2% potassium acetate. Abundances are size-factor normalised log_2_ transformed read counts from poly(A) selected sequencing libraries, genes with <4 counts at log phase were filtered as changes cannot be accurately quantified for these. Slopes were calculated by linear regression. The data underlying this figure can be found in S2 File.
(TIF) Click here for additional data file.

S3 Fig Supplement to respiration is required to avoid the SEP and gene expression dysregulation on galactose. (A) Rpl13a-mCherry data for samples in Fig 3B. (B) Rpl13a-mCherry data for samples in Fig 3D. The data underlying this figure can be found in S2 File.
(TIF) Click here for additional data file.

S4 Fig Supplement to RNA-seq analysis of cells ageing on different trajectories. (A) MA plots comparing 48 hour-aged on glucose to log phase control samples for wild type (left) and *P*_*GPD*_*-HAP4* (right). Average of 2 biological replicates. (B) Plot of Tom70-GFP versus WGA for wild-type 48 hour-aged population, highlighting subpopulations demarked by high Tom70-GFP, low WGA (orange) and low Tom70-GFP, high WGA (blue). (C) Flow sorting strategy and gating for *P*_*GPD*_*-HAP4* cells aged for 48 h on glucose. (D) *HAP4* mRNA abundance in *P*_*GPD*_*-HAP4* 48 hour-aged cells compared to wild-type controls, *n* = 2 biological replicates. (E) Flow sorting strategy and gating for wild-type cells aged for 48 h on glucose. (F) MA plots showing change in mRNA abundance from log phase to the high WGA (left, blue) or low WGA (right, orange) subpopulations of 48 hour-aged wild-type cells purified by flow cytometry in E. Cut-off for low expressed genes on which quantification is unreliable at 16 normalised counts; *n* = 1. The data underlying this figure can be found in S2 File.
(TIF) Click here for additional data file.

S5 Fig Supplement to accumulation of the ChrXIIr fragment is tightly associated with the SEP. (A) RNA read counts for each strand in 10 bp windows across rDNA intergenic spacer regions, for 2 biological replicate samples each on aged for 48 h on glucose or galactose. Previously described promotors and RNA species are indicated, along with deviations from expected profiles. (B) Log_2_ normalised read counts for all genes including the rDNA intergenic spaces. The individual dot in each sample corresponding to the rDNA intergenic spacer probe containing the IGS1-F ncRNA is indicated by a red arrow. (C) Southern blot analysis of ERCs and chromosomal rDNA in 3 biological replicates each of wild-type cells aged for 48 h on glucose and galactose. Quantification is of the ratio between ERCs and chromosomal DNA. (D) Distribution of signal areas and intensities from flow cytometry images of Rpa190-GFP in populations of log phase cells or mother cells aged for 24 and 48 h in YP with 2% glucose or galactose. A total of 1,000 cells are imaged per population after gating for circularity (all) and biotin (aged cells only, based on streptavidin-Alexa647). Images are post-filtered for focus of Rpa190-GFP, leaving approximately 600 cells per population. (E) rDNA ncRNA abundances in the sorted fractions of *P*_*GPD*_*-HAP4* and wild-type cells from Fig 4. The data underlying this figure can be found in S2 File and S1_Raw_Images.pdf.
(TIF) Click here for additional data file.

S6 Fig Supplement to media shifts determine the plasticity of ageing phenotypes. (A) Rpl13a-mCherry and WGA intensity data for samples in Fig 6B. (B) MA plots showing change in abundance between log and 48 h relative to average abundance for each mRNA, highlighting genes that change significantly during ageing in glucose. Abundances are size-factor normalised log_2_ transformed read counts from poly(A) selected sequencing libraries, datasets were quantile normalised to match overall distributions, and genes with <4 counts at log phase were filtered out. Data is average of 3 biological replicates, significant differential gene expression calculated using DESeq2 with *p* < 0.01. (C) rDNA ncRNA abundances for media shift samples. (D) Hierarchical clustering across all samples of genes either induced >16× on galactose relative to glucose at log phase, with primary galactose metabolic genes annotated. The extent of SEP entry is indicated diagrammatically above the plots based on Tom70-GFP intensities from B. Average of 3 biological replicates. The data underlying this figure can be found in S2 File.
(TIF) Click here for additional data file.

S1 Table Strains used in this work. All strains are diploid derivatives of the MEP system [52]. TOM70-GFP, VPH1-mCherry, and RPL13a-mCherry markers are heterozygous to avoid growth defect.
(DOCX) Click here for additional data file.

S2 Table Oligonucleotides used for making strains. (DOCX) Click here for additional data file.

S1 File Full GO analysis for differentially expressed gene sets. (XLSX) Click here for additional data file.

S2 File Numerical data underlying figures. (ZIP) Click here for additional data file.

S1 Raw images Full unmodified gel images underlying figure panels. (PDF) Click here for additional data file.

## Abbreviations

ERC: extrachromosomal rDNA circle
MEP: mother enrichment program
ncRNA: non-coding RNA
PCA: principal component analysis
rDNA: ribosomal DNA
ROS: reactive oxygen species
SEP: senescence entry point
WGA: wheat germ agglutinin

# Supplementary material for: Dietary change without caloric restriction maintains a youthful profile in ageing yeast
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002245. doi: 10.1371/journal.pbio.3002245
**Supplement:** S1 Table — All strains are diploid derivatives of the MEP system [52]. TOM70-GFP, VPH1-mCherry, and RPL13a-mCherry markers are heterozygous to avoid growth defect.

| DH18 | MEP diploid TOM70-GFP RPL13A-mCherry | *ade2::hisG his3 leu2 met15D::ADE2/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+* |
| --- | --- | --- |
| DH17 | MEP diploid TOM70-GFP VPH1-mCherry | *ade2::hisG his3 leu2 met15D::ADE2/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ VPH1-mCherry-Kan/+* |
| DH179 | MEP diploid VPH1-mCherry RPA190-GFP | *ade2::hisG his3 leu2 lys2/met15D::ADE2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX VPH1-mCherry-Kan RPA190-GFP-HIS3* |
| DH60 | MEP diploid TOM70-GFP RPL13A-mCherry HAP4 overexpression | *ade2::hisG his3 leu2 met15D::ADE2/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+ KanMX6-Pgpd-HAP4/+* |
| DH126 | MEP diploid TOM70-GFP RPL13A-mCherry snf4Δ | *ade2::hisG his3 leu2 met15D::ADE2/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+ snf4::URA3* |
| DH197 | MEP diploid TOM70-GFP RPL13A-mCherry cox9Δ gal80Δ | *ade2::hisG his3 leu2 met15D::ADE2/MET15 lys2/LYS2 ura3DO trp1D63 hoD::SCW11pr-Cre-EBD78-NatMX loxP-UBC9-loxP-LEU2 loxP-CDC20-Intron-loxP-HPHMX Tom70-GFP-TRP1/+ RPL13A-mCherry-Kan/+ cox9::URA3 gal80::HIS3* |

# Supplementary material for: Dietary change without caloric restriction maintains a youthful profile in ageing yeast
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002245. doi: 10.1371/journal.pbio.3002245
**Supplement:** S2 Table

| oJH1520 | TOM70 DN45 1 | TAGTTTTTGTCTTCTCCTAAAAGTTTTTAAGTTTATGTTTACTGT GAATTCGAGCTCGTTTAAAC |
| --- | --- | --- |
| oJH1521 | TOM70 UP45 1 | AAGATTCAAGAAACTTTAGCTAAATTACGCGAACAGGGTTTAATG CGG ATC CCC GGG TTA ATT AAC |
| oDH11 | RPL13A-mCherry UP45 | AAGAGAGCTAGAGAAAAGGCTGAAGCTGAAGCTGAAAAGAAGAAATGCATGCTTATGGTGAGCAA |
| oDH12 | RPL13A-mCherry DN45 | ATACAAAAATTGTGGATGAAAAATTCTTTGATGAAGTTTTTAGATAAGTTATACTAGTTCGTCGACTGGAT |
| oDH1 | VPH1 UP45 1 | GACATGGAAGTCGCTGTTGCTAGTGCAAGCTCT TCC GCT TCA AGC TGC ATG CTT ATG GTG AGC AA |
| oDH2 | VPH1 DN45 1 | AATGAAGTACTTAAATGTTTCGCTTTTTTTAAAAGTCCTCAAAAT AAGTTATACTAGTTCGTCGACTGGAT |
| oDH17 | HAP4 UP45 | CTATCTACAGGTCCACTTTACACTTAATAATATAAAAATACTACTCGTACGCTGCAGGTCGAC |
| oDH18 | HAP4 DN45 | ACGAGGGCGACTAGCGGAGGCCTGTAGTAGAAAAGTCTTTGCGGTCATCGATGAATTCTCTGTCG |
| oDH60 | SNF4 UP45 | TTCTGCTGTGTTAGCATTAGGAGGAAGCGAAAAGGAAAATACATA CGGATCCCCGGGTTAATTAAG |
| oDH61 | SNF4 DN45 | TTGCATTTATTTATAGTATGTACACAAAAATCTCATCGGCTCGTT GAATTCGAGCTCGTTTAAAC |
| oDH113 | COX9 UP45 | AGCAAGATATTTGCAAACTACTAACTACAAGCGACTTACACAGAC CGGATCCCCGGGTTAATTAAG |
| oDH114 | COX9 DN45 | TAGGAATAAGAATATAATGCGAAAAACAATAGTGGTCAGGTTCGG GAATTCGAGCTCGTTTAAAC |
| oDH117 | GAL80 UP45 | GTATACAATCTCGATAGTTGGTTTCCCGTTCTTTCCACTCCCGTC CGGATCCCCGGGTTAATTAAG |
| oDH118 | GAL80 DN45 | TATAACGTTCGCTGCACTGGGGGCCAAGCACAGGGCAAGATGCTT GAATTCGAGCTCGTTTAAAC |
| oAZ114 | RPA190 tag UP45 | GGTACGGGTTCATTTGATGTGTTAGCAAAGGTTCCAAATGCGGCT CGGATCCCCGGGTTAATTAAC |
| oAZ115 | RPA190 tag DN45 | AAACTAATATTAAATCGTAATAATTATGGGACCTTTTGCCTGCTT GAATTCGAGCTCGTTTAAAC |

# Supplementary material for: Dietary change without caloric restriction maintains a youthful profile in ageing yeast
**Source:** PLoS Biol. 2023 Aug 29;21(8):e3002245. doi: 10.1371/journal.pbio.3002245
**Supplement:** S1 Raw images

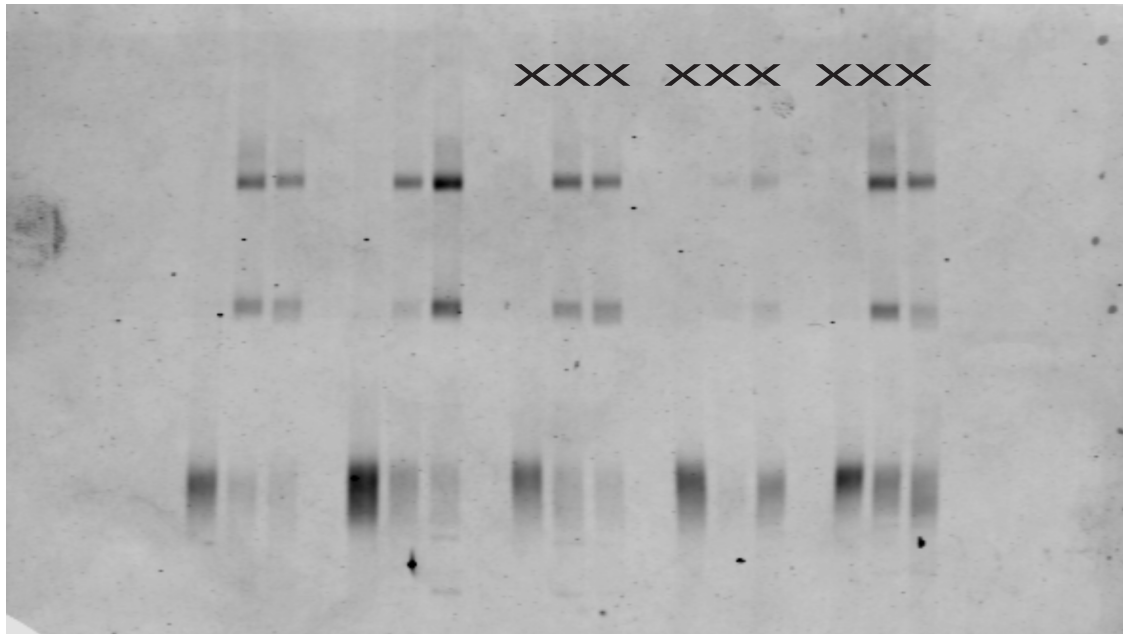

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a biotinylated RNA probe against the intergenic spacer region of the rDNA. Probe was detected with IRDye680 Streptavidin and scanned on a Licor Odyssey CLx

Sample order:

wt glucose log  
wt glucose 24h  
wt glucose 48h

wt galactose log  
wt galactose 24h  
wt galactose 48h

Used to generate Figure 5B

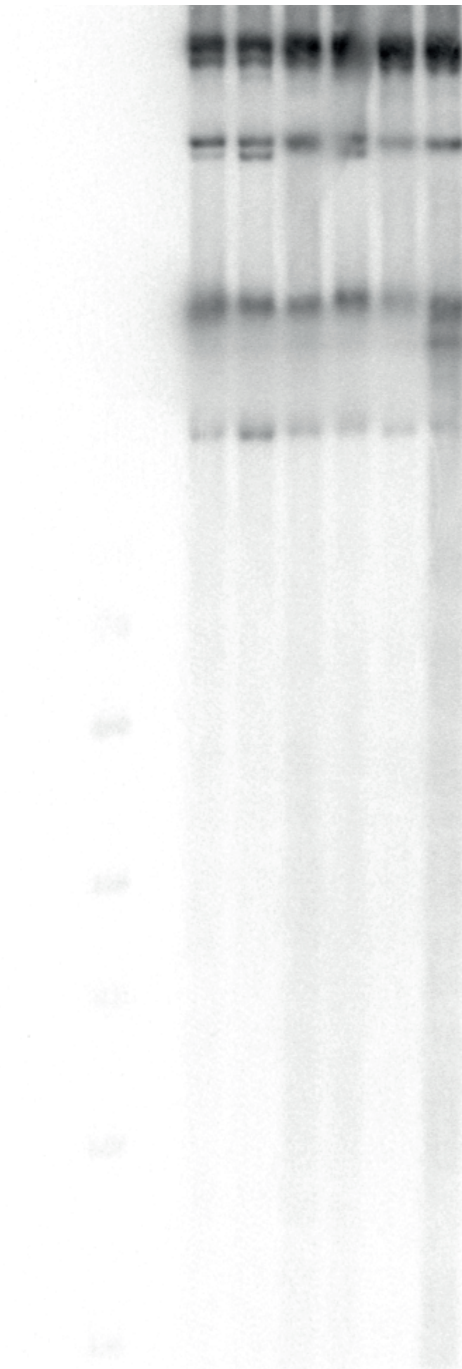

Genomic DNA digested with XhoI, separated on 1% agarose gel, blotted and probed with a 32P random primed probe against the intergenic spacer region of the rDNA. Probe was detected with a Typhoon FLA3000 phosphorimager

Sample order:

wt glucose 48h (3 biological replicates)  
wt galactose 48h (3 biological replicates)

Used to generate Figure S5C

How the deposited data were processed for this re-analysis (not part of the article)

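The files hold RNA-seq measurements of MEP cells from 118 samples in 4 tables with 128 sample columns: carbon sources and mutants on galactose, media shifts, sorted WGA fractions, and mutants on glucose. Poly(A) RNA was sequenced in single 75 bp reads. The authors trimmed the reads, aligned them with HISAT2 to R64-1-1 with the 2 micron plasmid added, and counted them in SeqMonk on the strand opposite to each open reading frame. The log2 values were made by the authors before deposition: read counts scaled by size factors within each table and put on a log2 scale. In every sample the deposited values fall on whole reads, 100% of them, with genes of 0 reads placed at 0.9 of 1 read, so read numbers could be recovered. In their own analysis the authors used quantile normalisation and DESeq2. No value was missing in any table.

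Each table has 6692 genes. The 28 mitochondrial genes were left out and 6664 nuclear genes kept. Of their identifiers, 5988 were found in the reference annotation, 5980 with the same coordinates and 8 with others, and the coordinates printed are those in the tables. Chromosome XII was divided at the rDNA, whose start was taken as 451786: 230 genes lie to its left, 28 between it and position 498052, and 328 in ChrXIIr. Transcripts of the rDNA spacers, flow cytometry and blots are not analysed here. Libraries that appear in 2 or more tables (8) differed by at most 0.0364 between them, by a constant, and groups were compared only within a table.

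Counted reads per sample ranged from 2901884 to 15288342 in the carbon source table (59 samples, median 8552433), from 4542794 to 16704695 in the media shift table (24 samples), from 561582 to 5483467 in the 8 sorted fractions and from 3725321 to 22453467 (median 12609450) in the 27 samples of mutants on glucose. At 48 h the median was 7947502 reads on glucose and 7807845 on galactose. Between 166 and 272 genes had no read in a glucose sample at 48 h, and between 359 and 371 in a galactose sample. Over 64 pairs of replicates the chi-square per gene was at least 2.59, so replicates differ by more than counting error, and the lowest Pearson r was 0.924.

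The slope of a sample is that of the least-squares line of log2 change from log phase against the mean of both log2 values. Genes below a log2 of 2 (4 normalised counts) at log phase were left out, and below 4 (16 counts) for sorted fractions. A region's value is the median log2 change of its genes that pass this filter. Groups of samples were compared by exact 2-sided permutation tests on per-sample values, or with 100000 resamples in the correlations. Genes were tested with limma 3.58.1 in R 4.3.3 on quantile-normalised log2 values, and on the deposited values for sorted fractions, with BH adjustment and a threshold of 0.01 on the adjusted p. Regions and lists were set against 10000 random lists, each member replaced by 1 of the 100 genes nearest in expression, with random seed 7. Sets of genes by function were taken from words in gene descriptions and tested by Fisher's exact test. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

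The methods were tested on simulated data. Of 191 to 194 genes changed by a log2 of 1.5, limma recovered between 93.8% and 99.5% with at most 3 false calls, and slopes came out within 0.0122 of those set.

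Experiments named in the sample titles, or the sequencing lane where a title names none, were taken as replicates. Whether samples of the same experiment are alike was checked by correlating their deviations from the group means across genes. Glucose and galactose samples of the same experiment gave between 0.430 and 0.675 at log phase, 0.307 and 0.654 at 24 h, and 0.449 and 0.510 at 48 h, against means of −0.162, −0.0891 and −0.0899 for other pairs. The value was 0.311 for high and low WGA of the same experiment, between 0.229 and 0.279 for glucose→galactose and galactose→galactose, between 0.106 and 0.269 for glucose→galactose and glucose→glucose, and between 0.190 and 0.204 for galactose→glucose and galactose→galactose. Log phase and 48 h on glucose gave between −0.0562 and 0.128, so no pairing shows there, and between −0.151 and 0.167 in the media shift. The main tests use no block, and a block for the experiment is one of the alternatives.

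The genes named in the text are those the paper names that the tables measure, the genes targeted in the strains, the iron importers and the galactose regulon. For each limma comparison the rule adds the 3 rises and the 3 falls of largest size among genes past the threshold whose groups do not overlap. Iron importers were a list of 13 genes, taken in a wide sense with FIT and FRE genes included. The low-value filter of the Hap4-regulated set was not fixed beforehand: no filter, 4 counts and 16 counts were compared with the paper's list, and 16 counts was then taken, after the data were seen. Mutant strains on glucose have 1 sample per strain and age, and the limit of 3 wild-type SDs used for them was chosen after their values were seen. In these strains 14 of 14 targeted genes were below wild type, with at most 21 reads. Alternatives covered the filter on low values, the reference sample, quantile normalisation, the block, thresholds, the choice of samples, and leaving out each replicate. Log phase samples of wild type in E30_1 are not used here.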

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

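Of the tests named in this part, those on splits of the samples for the genes whose change differs between media, on the sequencing lane, on the choice of log phase reference, on a mislabelled strain and on random lists for galactose→glucose were chosen only after the results were seen. The test on the log phase library for the *cat8*Δ slope was added late, after that slope was seen, and its prediction was written before its own result. The other tests were set down before their results were seen. A test for a sample far from the others was run on 6 sets of at least 4 samples and found 0.

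A difference between groups flagged the slopes. Glucose minus galactose was −0.0885 at 24 h and −0.168 at 48 h. Depth was tested by thinning all libraries to 6561238 reads: the differences were then −0.0946 and −0.168 (exact permutation p = 0.0286 each) and the smallest gap between the groups was 0.04997, so unequal depth is excluded as the whole cause. Sequencing lanes were tested within E34 and E35. There the difference was smallest at 24 h in E35, −0.0608, and it was −0.101 and −0.144 in E34, which excludes the lane as the whole cause. Quantile normalisation removes slopes by construction, so it cannot weigh against either. The carbon source is the biological variable of the design, and how it acts on the slopes was not tested.

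ChrXIIr genes were flagged because glucose minus galactose at 48 h was 0.410. A rise of all weakly expressed genes was tested with random lists matched on log phase expression, whose highest 2.5% began at 0.0412 against 0.432 for the ChrXIIr genes, so that rise is excluded as the whole cause. Extra copies of the region in aged cells, which the paper proposes, may underlie the change, but copy number is not measured by RNA and was not tested here.

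A difference of 0.112 between glucose and galactose flagged ChrXII left at 48 h. It was 0.0237 after quantile normalisation (exact permutation p = 0.629) and 0.0958 against expression-matched genes (p = 0.0857). A general rise of weakly expressed genes may therefore account for part of it, and no further test was made.

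In the media shift, 2 differences by the first medium were flagged. Glucose first minus galactose first was −0.149 for the slope and 0.434 for ChrXIIr genes. The 12 samples come from 3 experiments, and over these 3 pairs the exact sign-flip p was 0.25 for both, the smallest possible. The sequencing lane was tested by leaving out the 2 samples of the other lane. The gap between the groups of slopes was then 0.0406, which excludes the lane as the whole cause. For ChrXIIr genes that gap was 0.154. Each arm was read against the log phase of its own first medium, so the choice of reference is not excluded for the slope. The first diet is the biological variable of the design, and how it acts was not tested.

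The coefficient of glucose-ageing genes was flagged in shifted cells, where glucose→galactose exceeded the galactose-first samples by 0.619. Its size rests on the reference. Against the log phase of the second medium, which differs between the groups, it was 0.0122 (exact permutation p = 0.929). The choice of reference was tested by giving both groups the same log phase. Glucose→galactose then exceeded galactose→galactose by 0.229 against glucose and 0.239 against galactose log phase, with a smallest gap between samples of 0.194, and galactose→glucose by 0.189 and 0.192, with a smallest gap of 0.0971 (exact p = 0.1 each, the smallest possible). This excludes the reference as the whole cause, though most of the 0.619 goes with it. The first diet is the biological variable of the design, and how it acts was not tested.

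An interaction of age and medium flagged 895 genes whose change differs between glucose and galactose. Splits that exchange samples between the media within an age were drawn at random. Of 100 with the true one, 1 gave as many genes, the true one, and the next largest gave 240. Noise near the detection floor was tested by mean expression: 883 of the 895 genes had a mean of at least log2 4, so that noise is excluded as the whole cause. With the deposited values 1458 genes were called, so part of the count could come from how the normalisation treats slopes.

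Splits of the samples were also counted for the gene counts of single comparisons. Of 35 splits, 1 gave as many genes as the true one for the change with age on glucose, for glucose against galactose at 24 h and for glucose against galactose at 48 h, and the next largest counts were 0, 0 and 14. A share of 1 in 35 is the smallest these splits allow and is not adjusted over the comparisons. It argues against chance for these 3 without excluding it. For the change with age on galactose, glucose against galactose at log phase and the 4 comparisons of the media shift, 1 of 10 splits gave as many, the true one, and the next largest count was 0 in each. A share of 1 in 10 is the smallest these splits can give, so they cannot tell.

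A signal in samples whose values the paper's text does not report flagged mutants aged on glucose to 48 h, each with 1 sample per age. Wild type there had a slope of −0.232 and a ChrXIIr median of 0.46 (2 samples). The *cat8*Δ slope was −0.103. The ChrXIIr median was 0.181 in *cat8*Δ, 0.209 in *hap4*Δ and 0.249 in *mig1*Δ, and 0.932 in *pmr1*Δ and 0.725 in *yak1*Δ. All 6 values lie beyond 3 SDs of wild type (SD 0.0322 for slopes and 0.0411 for ChrXIIr in the carbon source table), a limit chosen after the values were seen. For 2 strains the choice matters. With the pooled SD over groups of 0.0791, *mig1*Δ lies within 3 SDs. Wild-type glucose→glucose samples of the media shift had ChrXIIr medians between 0.584 and 0.733, a range that holds the value of *yak1*Δ, so neither strain is set apart from wild type. An unusual log phase library of the mutant was tested. Log phase ChrXIIr differed from wild type by at most 0.0138 in the 3 low strains and by no less than −0.0170 in the 2 high strains, which excludes it as the whole cause for ChrXIIr. For the slope of *cat8*Δ the 48 h sample was read against wild-type log phase and gave −0.125, still beyond 3 wild-type SDs, which excludes it there as the whole cause. A mislabelled strain was tested by the deleted gene. Its highest value in a strain was below the lowest in wild type, with a smallest log2 gap of 5.00 in the 3 low strains and 7.25 in the 2 high strains, which excludes a wrong strain. With 1 sample per strain and age the values carry no replicate check, and replicative age was not tested.

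Hap4-regulated genes, iron importers and slopes in sorted fractions were tested against the general shift of the fractions. The median of the 68 Hap4-regulated genes was −1.19 between low and high WGA, below the lowest 2.5% of random lists (−0.934), so a fall of all highly expressed genes is excluded as the whole cause for that set, whose filter was chosen after the data were seen. With no filter, low minus high WGA was 0.0190. For the iron importers the median was 1.80 against a highest 2.5% of 0.735, which excludes a rise of all weakly expressed genes. Shallow sequencing was tested by thinning log phase libraries to the reads of the low WGA samples, and their lowest slope was 0.0231, a sign opposite to that of low WGA.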

How the results depend on the processing

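The alternatives were set before the data were examined, except 32 values added later. Of 981 values for 81 comparisons, 854 kept their direction and call, or stayed within their limit. Of the others 40 reversed, 5 were weaker, 6 stronger and 76 moved. By these criteria all alternatives left 43 comparisons unchanged, though the size of some moved far. The coefficient of galactose→glucose minus galactose→galactose rose from 0.0476 to as much as 0.454. The slope of glucose minus fructose at 24 h went from −0.0726 to as little as −0.00125. For single groups and genes, 296 of 1501 values changed (227 moved, 61 weaker, 4 stronger, 4 reversed). The cause of a change was not tested, except where named. Alternatives on rDNA spacers and on other units were not run.

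Quantile normalisation removes slopes by construction. Under it glucose minus galactose was 0.0118 at 24 h and 0.0254 at 48 h, *cox9*Δ *gal80*Δ minus wild type on galactose 0.000289 at 24 h and 0.00550 at 48 h, and minus glucose −0.0199. For *snf4*Δ minus wild type it gave 0.00135 on galactose and −0.0105 against glucose, and for PGPD-HAP4 minus wild type at 48 h −0.00112. In the media shift it gave slope differences of 0.00667 at 24 h, 0.00485 for galactose→glucose minus galactose→galactose and 0.0212 by first medium. It also moved ChrXIIr at 24 h, glucose minus galactose, to 0.121 (past the threshold), ChrXII left to 0.0237, HAP4 in low minus high WGA to 0.126, the galactose genes in shifted cells to −0.158, GAL10 to 0.375 and GAL2 to 0.317. The share of PC1 was 35.8% and its 48 h difference 8.405. The media shift shares were 38.2% and 25.1%, with a PC1 difference of 2.05 for glucose→galactose minus glucose→glucose. Low against high WGA gave 998 genes, of which 58.4% were higher against 53.0%.

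With values as deposited, galactose→glucose against glucose→glucose gave 506 genes, and genes whose change differs between media were 1458 (an alternative chosen after seeing the data). The share of genes higher moved by over 10 points: to 51.1% from 39.6% for age on glucose, to 54.1% from 44.2% on fructose, to 57.6% from 46.9% for galactose against glucose at 24 h, and to 52.0% from 40.4% for glucose→glucose.

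Without the filter on low values, which tests more genes, the slope of *cox9*Δ *gal80*Δ minus wild type on galactose at 24 h was 0.0119 and that of *cat8*Δ at 48 h 0.00644. ChrXIIr of *cox9*Δ *gal80*Δ minus wild type on glucose was −0.0383. The counts were 128 for age on galactose, 544 on fructose, 428 at log phase, 126 at all 3 ages, 775 for glucose→galactose against galactose→galactose and 0 for galactose→glucose against glucose→glucose. The Hap4-regulated set grew from 68 to 125 genes and its median in low minus high WGA went from −0.932 to 0.0190, in an alternative added after the data were seen. With a reference of at least log2 4, the 2 slope differences were 0.00774 and 0.00511, the ChrXIIr difference −0.00338 and the galactose genes −0.0980.

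For ChrXIIr at 24 h, glucose minus galactose was 0.127 with the mean log phase reference and 0.200 as a mean in place of the median, both past the threshold, and 0.101 with the replicate block. ChrXIIr of *cox9*Δ *gal80*Δ minus wild type on glucose was −0.0351 as a mean and −0.0249 minus expression-matched genes. Minus expression-matched genes, ChrXII left was 0.0958 and the iron importers 1.94.

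With genes scaled to unit variance, PC1 explained 35.1%, and in the media shift 38.2%, where the PC2 difference of galactose→glucose minus glucose→glucose was 0.787. With genes of mean log2 at least 2, the media shift shares were 51.9% and 26.0%.

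An adjusted p under 0.05 in place of 0.01 called 1001 genes for age on galactose, 2958 on fructose, 1698 between glucose and galactose at log phase, 2062 at 24 h, 1978 at 48 h and 479 at all 3 ages, of which 66.2% were higher in galactose against 81.5%. In the media shift it called 2533 for glucose→galactose against galactose→galactose and 1256 for galactose→glucose against glucose→glucose, and between low and high WGA 2947. A 2-fold minimum, which can only lower a count, gave 921 for age on glucose, 171 on galactose, 803 on fructose, 390 at log phase, 260 at 24 h, 205 at 48 h and 79 at all 3 ages. At least 2-fold in place of 4-fold gave 529 galactose genes.

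With E34 and E35 alone, the counts were 1373 genes for age on glucose, 75 on galactose, 104 at log phase, 365 at 24 h, 116 at 48 h and 26 at all 3 ages. The replicate block gave 152 for age on galactose, 371 at log phase, 1822 at 24 h, 883 for galactose→glucose against glucose→glucose and 2845 between low and high WGA. The block moved the count for glucose→galactose against galactose→galactose from 1584 to 2275. In permutation tests the block leaves 2 or 3 pairs, whose smallest p is 0.5 or 0.25, so no paired test of slopes or ChrXIIr can pass 0.05. By size, only ChrXIIr at 24 h moved by more than an SD, and in the media shift, where all pairs are complete, the size cannot move. With the log phase of the second medium as reference, the coefficient of glucose-ageing genes in shifted cells, glucose→galactose minus galactose first, was 0.0122.

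Leaving out each replicate in turn, the slope of *cox9*Δ *gal80*Δ minus wild type on galactose at 24 h ranged from −0.0187 to 0.00218 and that of *cat8*Δ at 48 h from −0.00938 to 0.00933. ChrXIIr at 24 h, glucose minus galactose, ranged from 0.127 to 0.168, ChrXIIr of *cox9*Δ *gal80*Δ minus wild type on glucose from −0.188 to 0.191 and ChrXII left from 0.0773 to 0.143. The counts ranged from 77 to 892 for age on galactose, 216 to 1706 at log phase, 709 to 1040 at 24 h, 643 to 1123 at 48 h and 130 to 321 at all 3 ages. In the media shift they ranged from 995 to 1272 for glucose→galactose against galactose→galactose and from 21 to 476 for galactose→glucose against glucose→glucose. The galactose genes in shifted cells ranged from −0.0398 to 0.0883, and the iron importers from 1.51 to 2.24. The log2 change of HAP4, low WGA minus high WGA, ranged from −0.473 to 0.0152 (without replicate E66 or E36 of low WGA).

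Among named genes, TPO2 on galactose, BSC1 and PRM7 at log phase, and YLR374C, YMR230W-A and YDL023C in the media shift lost the threshold under several alternatives. The low WGA sample of E36 had 565971 reads, which limits values near a log2 of 4 in that fraction. With 2 samples per fraction, no permutation test of sorted cells can pass 0.05.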

Differences from the paper's values

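Of 45 values that the paper or its supplement states for measures also computed here, 11 differ. Over 25 single samples the slopes differed from the paper's by a median of 0.00154 and by at most 0.0421. The largest gaps are those of glucose in E30_1, −0.160 at 24 h and −0.275 at 48 h against the paper's −0.128 and −0.233, where the mean of the log phase samples served as reference. The second of these is the steepest glucose slope here.

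The slope on fructose at 24 h was −0.0591 against the paper's −0.0621. None of the 6 alternatives set before the data were examined closed the gap.

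The ChrXIIr median on glucose at 48 h was 0.452 against the paper's 0.543. Of the alternatives set before the data were examined, no filter on low values and the mean in place of the median closed the gap, and the other 4 (a reference of at least log2 4, the mean log phase reference, quantile normalisation, minus expression-matched genes) did not. For *cox9*Δ *gal80*Δ at 24 h it was 0.0764 against the paper's 0.116, closed by the same 2 and not by the other 4. On galactose at 24 h it was 0.0320 against the paper's 0.0887, closed by no filter, the mean in place of the median and expression-matched genes, and not by the other 3. On fructose at 24 h it was 0.0778 against the paper's 0.103 (0.1025), closed by no filter, the mean log phase reference and expression-matched genes, and not by the other 3. On fructose at 48 h it was 0.263 against the paper's 0.369, and on galactose at 48 h 0.0426 against the paper's 0.0852, and none of the 6 alternatives closed either.

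In the media shift, the ChrXIIr median on glucose at 24 h was 0.196 against the paper's 0.256, and in glucose→galactose 0.550 against the paper's 0.637. No filter on low values closed both, and the other 4 alternatives set before the data were examined closed neither. On galactose at 24 h it was −0.00151 against the paper's 0.00619. The mean log phase reference, quantile normalisation and no filter closed that gap, and the other 2 did not.

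HAP4 in low minus high WGA was −0.229 against the paper's 0.262. Quantile normalisation, set before the data were examined, gave 0.126, which has the paper's sign and differs from its value by less than the SD between replicates.

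The paper states that no subset of genes behaves differently during ageing on galactose. Here 217 of 221 genes called in both media had the same sign, and 4 had opposite signs. Of 872 genes with a significant interaction, 326 had opposite signs in the 2 media, 21 of them called on galactose. These genes were selected for a difference between the media, and the sign of those not called on galactose is not established. The 326 alone therefore does not weigh against the statement. The paper states that ChrXIIr accumulated in the media shift only after a first 24 h in glucose. Here galactose→glucose had a median of 0.256, above galactose→galactose in all 3 samples. The paper places increased cell wall synthesis on PC1, and here cell wall genes were 14 of 300 at both ends. The paper used GO terms, while the genes here were taken by words in descriptions, so the 2 are not like for like. Among genes with a mean log2 of at least 4, cell wall genes were 12 of 192 rising (odds ratio 2.71) and 14 of 291 falling (odds ratio 2.05). The paper reports no difference in the core galactose regulon. Here GAL1, GAL7 and GAL10 were lower in glucose→galactose in all 3 samples, by means of 0.51, 0.44 and 0.23. Limma on quantile-normalised values called only GAL2, as higher.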

Other observations

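In *cat8*Δ cells on galactose the slope was −0.0310 at 24 h and −0.0701 at 48 h (n = 2 each). Minus wild type on galactose it was 0.0121 (exact permutation p = 0.7) and −0.00175 (exact p = 1). On raffinose alone, 1 sample at 48 h had a slope of −0.0992 and a ChrXIIr median of 0.16. The glucose sample at 72 h had a slope of −0.221.

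Among mutants on glucose at 48 h within 3 wild-type SDs in both measures, slopes and ChrXIIr medians were −0.213 and 0.46 in *adr1*Δ, −0.199 and 0.44 in *clb5*Δ, −0.226 and 0.50 in *dot6*Δ *tod6*Δ, −0.245 and 0.57 in *gcn4*Δ, −0.245 and 0.48 in *rox1*Δ, −0.213 and 0.51 in *sip4*Δ, −0.206 and 0.56 in *snf4*Δ, and −0.227 and 0.58 in *tec1*Δ. Each is 1 sample without a replicate check. The slopes of *hap4*Δ, *mig1*Δ, *pmr1*Δ and *yak1*Δ were −0.171, −0.199, −0.196 and −0.238.

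In PGPD-HAP4 cells on glucose the ChrXIIr median was 0.090 at 24 h and 0.30 at 48 h (n = 2).

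Iron importers were also read in the media shift, and this test and its random lists were chosen after the data were seen. Over glucose log phase of the same experiment the median of the 13 genes was 0.71 in glucose→glucose, 0.40 in glucose→galactose, −0.24 in galactose→galactose and 0.14 in galactose→glucose. Glucose first minus galactose first was 0.61 (exact permutation p = 0.00433, smallest possible 0.00216, BH-adjusted p = 0.0216 over 5), and between 0.367 and 0.824 within the 3 experiments (exact sign-flip p = 0.25, the smallest for 3 pairs). All 13 genes were higher after glucose, 7 without overlap. The highest 2.5% of random lists with matched expression began at 0.164 against 0.803 for the list, which excludes a rise of all weakly expressed genes as the whole cause. Whether iron is scarce in these cells was not tested.

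In galactose→glucose the ChrXIIr median of 0.262 lies above the highest 2.5% of random lists, which began at 0.0426, in a test chosen after the data were seen. This excludes a rise of all weakly expressed genes as the whole cause, and no biological explanation was tested.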
